# Dynamic Transcriptome Profiling Reveals LncRNA-Centred Regulatory Networks in the Modulation of Pluripotency

**DOI:** 10.3389/fcell.2022.880674

**Published:** 2022-05-11

**Authors:** Shen Wang, Jun Zhang, Yu’an Ding, Haotian Zhang, Xiang Wu, Lingci Huang, Junjie He, Jun Zhou, Xiao-Min Liu

**Keywords:** lncRNA, m^6^A modificaiton, embryonic stem cell, Gm2379, cell fate

## Abstract

Long noncoding RNAs (lncRNAs) have emerged as vital regulators of gene expression during embryonic stem cell (ESC) self-renewal and differentiation. Here, we systemically analyzed the differentially regulated lncRNAs during ESC-derived cardiomyocyte (CM) differentiation. We established a perspicuous profile of lncRNA expression at four critical developmental stages and found that the differentially expressed lncRNAs were grouped into six distinct clusters. The cluster with specific expression in ESC enriches the largest number of lncRNAs. Investigation of lncRNA-protein interaction network revealed that they are not only controlled by classic key transcription factors, but also modulated by epigenetic and epitranscriptomic factors including N^6^-methyladenosine (m^6^A) effector machineries. A detailed inspection revealed that 28 out of 385 lncRNAs were modified by methylation as well as directly recruited by the nuclear m^6^A reader protein Ythdc1. Unlike other 27 non-coding transcripts, the ESC-specific lncRNA *Gm2379*, located in both nucleus and cytoplasm, becomes dramatically upregulated in response to the depletion of m^6^A or Ythdc1. Consistent with the role of m^6^A in cell fate regulation, depletion of *Gm2379* results in dysregulated expressions of pluripotent genes and crucial genes required for the formation of three germ layers. Collectively, our study provides a foundation for understanding the dynamic regulation of lncRNA transcriptomes during ESC differentiation and identifies the interplay between epitranscriptomic modification and key lncRNAs in the regulation of cell fate decision.

## Introduction

Embryonic stem cells (ESCs) are pluripotent stem cells derived from the inner cell mass of the blastocyst. They possess dual ability to self-renew unlimitedly and differentiate into multiple tissue types found in the adult animal. Both ESC proliferation and differentiation are complex processes requiring the synergetic regulation by transcription factors (TFs), epigenetic factors, histone modification and chromatin remodelers (Martello and Smith, 2014; Atlasi and Stunnenberg, 2017; Chen et al., 2017; Zhao and Jin, 2017). Apart from protein-mediated transcriptional and epigenetic networks, long non-coding RNAs (lncRNAs) emerge as new players which guide the fate regulation of pluripotency and stem cell differentiation (Fico et al., 2019; Chen et al., 2020; Constanty and Shkumatava, 2021). They are a major group of non-coding RNAs with over 200 nucleotides in length but generally lack of translated open reading frames and obvious protein coding capacity (Statello et al., 2021). Many lncRNAs are dynamically regulated during ESC differentiation and expressed highly at specific developmental stage (Luo et al., 2016; Li et al., 2017). Therefore, establishment of lncRNA expression profiles at different developmental stages will facilitate our understanding of gene regulatory events during normal development at additional layers.

Distinct from coding mRNAs, lncRNAs themselves serve as the functional unit to modulate the expression of target genes depending on their subcellular localization and interacting molecules (Carlevaro-Fita and Johnson, 2019; Yao et al., 2019). In the cytoplasm, lncRNAs generally function to regulate mRNA stability, mediate mRNA translation and act as competing endogenous RNAs (Statello et al., 2021). In comparison, the functional roles of nucleus-localized lncRNAs have been more extensively studied. The specific interacting proteins present in the nucleus endow lncRNAs with modulation of chromatin architecture and transcriptional activity (Bergmann and Spector, 2014; Rutenberg-Schoenberg et al., 2016; Statello et al., 2021). For example, *XIST* lncRNA is able to recruit the polycomb repressive complex (PRC) to trigger the PRC1-guided mono-ubiquitylation of histone H2AK119 and the PRC2-dependent H3K27me3, resulting in silencing of gene transcription (Plath et al., 2003; Fang et al., 2004). In addition, nuclear lncRNA also participate in establishment of the nuclear compartment organization via scaffolding. For example, *MALAT1* lncRNA functions as a scaffold molecule in nuclear speckles to regulate splicing *via* recruiting serine/arginine (SR) splicing factors (Tripathi et al., 2010). Thus, investigation of the interactions between lncRNAs with RNA-binding proteins (RBPs) are crucial for deciphering their functional roles in diverse biological processes.

In addition to the structural features, the modifications embedded in non-coding RNAs are also able to regulate target gene expression through recruiting a subgroup of specific RBPs (Liu et al., 2020, 2021; Chen et al., 2021; Lee et al., 2021; Wei and He, 2021). N^6^-methyladenosine (m^6^A), the most abundant modification identified in mRNA, has been recently found to exist on lncRNAs and associate with specific “reader” proteins to modulate their functionality. m^6^A residues on the *XIST* are able to recruit nuclear RBP YTH domain containing 1 (YTHDC1) and required for *XIST*-mediated transcriptional gene silencing (Patil et al., 2016). Besides, the interaction of YTHDC1 with methylated adenosines on MALAT1 has been identified to regulate homeostasis of nuclear speckles and cancer metastasis (Wang et al., 2021). During heat shock stress response, a novel lncRNA *Heat* silences stress gene expression via the m^6^A-YTHDC1 association (Ji et al., 2021). Despite the emergence of certain studies for m^6^A-guided lncRNA functionality, how the interplay between m^6^A and lncRNA regulate stem cell pluripotency and differentiation remains largely unknown.

In this study, we systematically analyzed the lncRNA expression at different stages during ESC-derived cardiomyocyte (CM) differentiation. We found that the largest group of lncRNAs enriched was expressed specifically in ESC. They were not merely modulated by cell fate-associated TFs, but also able to recruit RNA m^6^A epigenetic factors. Indeed, a subgroup of these lncRNAs were obviously modified by m^6^A and bound with the reader protein YTHDC1. Intriguingly, only one ESC-specific lncRNA *Gm2379* was sensitive to the dysfunction of m^6^A-regulatory proteins. Depletion of m^6^A-modified *Gm2379* resulted in dysregulated expressions of crucial genes required for ESC pluripotency maintenance and differentiation.

## Materials and Methods

### Cell Lines and Reagents

J-1 male mouse embryonic stem cells (ESCs) were purchased from the Cell Bank of Chinese Academy of Sciences. Wild-type and *Mettl3-*KO J-1 mouse ESCs were provided by Howard Y. Chang in Stanford University (Batista et al., 2014). *Ythdc1* ^flox/flox^ (Control) and *Ythdc1*-cKO (*Ythdc1-*KO) mouse ESCs were provided by Yawei Gao in Tongji University (Chen et al., 2021). Mycoplasma testing was performed routinely and cells tested negative were used in further experiments. Tissue culture plates were initially treated with 0.2% gelatin for at least 30 min at 37°C. ESCs were subsequently grown in gelatinized plates containing 15% KnockOut Serum Replacement (Gibco), 1% non-essential amino acids (Gibco), 1% Glutamax (Gibco), 1% Penn-Strep (Life technologies), 0.1 mM β-mercaptoethanol (Invitrogen) and 1000 U/ml ESGRO Recombinant Mouse leukemia inhibitory factor (LIF) Protein (Millipore).

### Cardiomyocyte Differentiation

To generate embryoid bodies (EBs), suspension of each cell line at a concentration of 10 × 10^4^cells per milliliter in differentiating medium (Knock-out DMEM supplemented with 15% FBS (Gibco), 1% non-essential amino acids, 1% Glutamax, 1% Penn-Strep, 0.1 mm β-mercaptoethanol) was deposited in 20 μL hanging drops in Petri dishes. After 2 days, the suspension-cultured cells were plated onto 0.2% gelatin-coated dishes in cardiomyocyte differentiation media (CMD) containing DMEM (BI), 15% FBS (Gibco), 1% Penn-Strep, 1% non-essential amino acids (Gibco), 1% Glutamine (Gibco), 0.1 mm β-mercaptoethanol and 1 mm Ascorbic Acid (Sigma) for continued differentiation. Cell culture media was changed every other day and contracting patches of cells were collected at indicated time points.

### Targeted Knockdown of *Gm2379* Long Noncoding RNAs in Mouse Embryonic Stem Cells

The shRNA targeting sequences were cloned into pRSI9-U6-(sh)-UbiC-TagRFP-2A-Blasticidin. Lentiviral particles were packaged using Lenti-X 293T cells. Virus-containing supernatants were collected at 48 h after transfection and filtered to eliminate cell debris. Wild-type and *Mettl3-*KO mESCs were infected by the lentivirus for 48 h and stable mESC knockdown lines were generated using blasticidin (MCE) selection (10 µg/ml). shRNA targeting sequences are listed below.

*Gm2379* (target sequence 1): 5′- GCA​CGG​CAT​TAC​AGA​ATT​TCA-3′; *Gm2379* (target sequence 3): 5′- GAA​AGC​CTT​CAT​AGG​AAA​CAG-3′; Scramble Target Sequence: 5′- AAT​TCT​CCG​AAC​GTG​TCA​CGT-3′.

### Real-Time Quantitative PCR

Total RNA from different cells was isolated from PBS-washed cells using Trizol reagent (Invitrogen). Isolated RNAs were used as templates for reverse transcription based on the manual for HiScript III 1st Strand cDNA Synthesis Kit plus gDNA wiper (Vazyme Biotech). Real-time PCR analysis was conducted with ChamQ SYBR qPCR Master Mix (Vazyme Biotech) and carried on a QuantStudio three Real-Time PCR System (Applied Biosystems). Primers for amplifying each target were listed in Supplementary Table S1.

### Cell Fractionation Assay

ESCs were pelleted by centrifugation at 500 g for 3 min at 4°C. After washing with phosphate-buffered saline (PBS) buffer twice, cells were lysed in ice-cold cytoplasmic lysis buffer (10 mM HEPES pH 7.5, 0.05%TritonX-100, 5 mM MgCl_2_, 10 U SUPERase-In and 1x protease inhibitor cocktail) on ice for 5 min. Samples were centrifuged at 2,000 g at 4°C for 10 min. The supernatant was collected as cytoplasmic fraction. The remaining nuclear pellets were washed with PBS twice and centrifuged at 2,000 g at 4°C for 2 min. After removing the supernatant, the nuclear pellet was resuspended in RIPA buffer (50 mM Tris-HCl, pH7.5, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 10 U SUPERase-In and 1 × protease inhibitor cocktail). This sample was collected as nuclear fraction. RNA from different fractions was isolated using TRIzol reagent (Invirtrogen), and the protein sample was prepared by adding SDS loading buffer.

### RNA-Seq

Total RNA was isolated using TRIzol reagent (Invitrogen). Ribosomal RNAs depletion, strand-specific library preparation and sequencing were performed at the Annoroad Gene Technology (Beijing, China). Two biological replicates were prepared for each differentiation phases. The libraries were sequenced on an Illumina Novaseq 6,000 system using the 2 × 150-bp paired-end read mode.

### Long Noncoding RNA-Seq Data Processing

The lncRNA-seq data has been deposited in NCBI’s Gene Expression Omnibus and is accessible through GEO Series accession number GSE197205. Trim Galore (v.0.6.6) was used to trim the low quality sequences (Martin, 2011). The paired-end reads were aligned to mouse genome (GRCm38) with HISAT2 aligner (v2.2.1) with --rna-strandness RF parameters and Ensemble genes (GRCm38.102) transcriptome annotation (Pertea et al., 2016). Then gene expression were quantified using featureCounts (v2.0.1) with -s 2 parameter (Liao et al., 2014), and differentially expressed genes were identifified using DESeq2 (v1.34.0) R package (Love et al., 2014). The FoldChange > 2 or < 0.5 and ajusted *p*-value < 0.05 genes were considered as differentially expressed genes. The TPM (Transcripts Per Kilobase of exonmodel per Million mapped reads) was used to produce heatmap.

### Fuzzy C-Means Clustering

LncRNAs with average TPM expressions in replicates from four differentiation stages were grouped into six different clusters using Mfuzz (v2.54.0) package in R with fuzzy c-means algorithm (Kumar and Futschik, 2007).

### Regulatory Motif and Functional Analysis of Embryonic Stem Cells-specific Long Noncoding RNAs

HOMER’s findMotifs.pl program was used to identify motifs in the promoters of lncRNA genes (encompassing regions 2000 bp upstream and 500 bp downstream of the transcription start site) from each cluster. If one lncRNA has multiple transcript isoforms, the longest transcript isoform was used for analysis and bedtools getfasta (v2.29.2) was used to extract sequnences. Enrichment analysis was performed on Gene Ontology website (Ashburner et al., 2000). Network plot was produced by Cytoscape (v3.8.2) (Paul Shannon et al., 1971).

### MeRIP-Seq and YTH Domain Containing 1 RIP-Seq Data Analysis

MeRIP-seq and RIP-seq datasets were obtained from the Gene Expression Omnibus (GEO) public database under accession number GSE145315 and GSE157265, respectively (Chen et al., 2021; Liu et al., 2021). Quality control of MeRIP-seq and RIP-seq data were performed using FastQC (v.0.11.9). Low-quality bases and adaptor contamination were removed by Trim Galore. Remaining reads were aligned to mouse genome version GRCm38 with HISAT2 aligner with default parameters. For RIP-seq data SAMtools (v1.13) was used to remove the reads with mapping quality below 30 (Li et al., 2009). m^6^A peaks and differential m^6^A peaks were identified using exomePeak2 (v1.6.1) R package with *p*_cutoff = 0.00001 and log2FC_cutoff = 1 parameters (Meng et al., 2014). Log_2_FoldChange < −1 and ajusted *p* value < 0.05 was considered as significantly downregulated peaks. For biological replicates, bedtools (v2.29.2) was used to intersect peaks with overlaped proportion > 0.5 (Meng et al., 2014). Peaks were annotated by HOMER’s annotatePeaks.pl program. The distribution of m6A peaks was plotted by R package Guitar (v.1.5.0) (Cui et al., 2016). The final bam files were transformed to bigwig format by using Deeptools bamCoverage (v3.5.1) with --normalizeUsing RPKM parameters (Ramírez et al., 2014). IGV (Integrative genomics viewer, v2.11.1) was used to visualize the aligned data (Thorvaldsdóttir et al., 2013). DESeq2 was used to identify Ythdc1 binding genes. The FoldChange > 2 and ajusted *p*-value < 0.05 genes were considered as Ythdc1 binding RNAs.

### RNA-Seq Data Analysis

*Ythdc1*‐KO and *Mettl3*‐KO RNA-seq datasets were obtained from the Gene Expression Omnibus (GEO) public database under accession number GSE157262. The expression analysis was performed based on the available processed fpkm-matrix files in the database.

## Results

### Dynamic Long Noncoding RNA Transcriptome During Embryonic Stem Cells-Derived Cardiac Differentiation

To investigate the global expression profiles of lncRNA transcriptome during ESC-derived cardiac differentiation, we collected the samples at four different phases including undifferentiated ESC, mesoderm (MES), cardiac progenitor (CP), and CM. 

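J1 mouse ESCs were differentiated toward cardiomyocytes as embryoid bodies, which are aggregates of cells, formed in hanging drops and plated after 2 days, and RNA was taken at day 0 (ESC), day 4 (MES), day 6 (CP) and day 10 (CM). Each stage had 2 biological replicates, so the data hold 8 libraries. Ribosomal RNA was depleted and strand-specific libraries were sequenced from both ends. The notes deposited with the data state that reads were trimmed with Trim Galore 0.6.6, aligned to the mouse genome GRCm38 with HISAT2 2.2.1 and counted per gene with featureCounts 2.0.1. From these the authors deposited raw counts and TPM, which is the abundance of a transcript relative to its length and to the whole library, for genes of which 9759 are lncRNAs and 21936 are mRNAs. The total counts were 19220169 and 18901068 in ESC, 18046063 and 18364946 in MES, 18894119 and 19048533 in CP, and 19728777 and 18368970 in CM. LncRNAs took 1.48% ± 0.0164 (SD, n = 2) of the counts in ESC, 1.47% ± 0.101 in MES, 1.93% ± 0.0379 in CP and 2.72% ± 0.442 in CM. *Malat1*, an abundant nuclear lncRNA, took 0.554% ± 0.0142 of the counts in ESC and 1.03% and 1.67% in the CM replicates. Stages were compared with edgeR's quasi-likelihood test on the raw counts, scaled by TMM, with all 8 libraries in a single model, so fold changes can differ from ratios of TPM. A gene is called higher or lower where its adjusted p was under 0.05 over all genes tested and its fold change was above 2 or under 0.5, the thresholds of the paper's methods. The test covered 20071 genes that passed edgeR's filter on low counts, of which 1650 are lncRNAs and 15271 are mRNAs. The gene lists, the thresholds, the rule for the genes named and the alternative settings were fixed before the data were examined, apart from 3 alternatives named in the closing section. Over genes with at least 20 counts, the mean chi-square per gene between the replicates was 33.2 in CM, compared with 3.71 in ESC, 6.40 in MES and 6.37 in CP. The model gives each gene a single spread for all stages, so p-values of comparisons with CM can be too small.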

Purified RNA after removal of ribosomal RNA was utilized for sequencing. The reproducible data revealed that 18,749 mRNAs and 6,061 lncRNAs were expressed during cardiac differentiation (Supplementary Figure S1A). 

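With at least 1 read in both replicates of at least 1 stage, 4128 lncRNAs and 17493 mRNAs were detected. A single library held a read of 3402.5 ± 36.1 lncRNAs (SD, n = 2) in ESC, 2937 ± 62.2 in MES, 3372 ± 15.6 in CP and 3716.5 ± 135 in CM. Among the detected lncRNAs, *H19*, an imprinted transcript on chromosome 7 from 142575529 to 142578143 of GRCm38, was at 6.71 ± 1.21 TPM (SD, n = 2) in ESC, 716 ± 111 in MES, 2405 ± 15.2 in CP and 2930 ± 516 in CM. *Malat1* was at 2765 ± 39.2 TPM in ESC and 7877 ± 2797 in CM. Between the replicates of a stage, Pearson's r of log2 TPM was 0.979 in ESC, 0.977 in MES, 0.976 in CP and 0.963 in CM. These correlations are across the genes above 0 in both replicates, 22356 to 24349 genes per stage, and genes are not independent replicates. The count of lncRNAs depends on the threshold, with 6061 lncRNAs with at least 1 read in any library and 5301 at a stage mean of at least 0.1 TPM. Stricter thresholds gave 2315 lncRNAs at a stage mean of at least 1 TPM and 1539 with a read in all 8 libraries.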

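*Nanog*, a transcription factor of the pluripotency network (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633), was at 268 ± 0.839 TPM (SD, n = 2) in ESC, 34.3 ± 4.02 in MES, 2.72 ± 0.437 in CP and 2.19 ± 0.979 in CM. It fell 9.04-fold from ESC to MES (log2 fold change -3.18, standard error 0.16, adjusted p = 3.05e-07 from edgeR's quasi-likelihood test). *Mesp1*, a transcription factor of early cardiac mesoderm (ENSMUSG00000030544, chromosome 7 from 79792241 to 79793788), had 1 count in the ESC libraries together, rose 316-fold (95% counting interval 56.3 to 12520) to 26.2 ± 11.0 TPM in MES, and was 66.7-fold lower in CP than in MES (adjusted p = 0.000179). *Mef2c*, a transcription factor of heart and skeletal muscle (ENSMUSG00000005583, chromosome 13 from 83504034 to 83667080), was at 5.73 ± 1.64 TPM in MES, 24.6 ± 3.91 in CP and 15.7 ± 1.53 in CM, and rose 3.86-fold from MES to CP (adjusted p = 8.45e-05). *Tnnt2*, which encodes cardiac troponin T (ENSMUSG00000026414, chromosome 1 from 135836354 to 135852260), was at 2.28 ± 1.04 TPM in MES, 34.7 ± 6.11 in CP and 36.1 ± 13.9 in CM, a log2 fold change of 3.77 from MES to CP (adjusted p = 2.77e-05). Between CP and CM, the log2 fold change was -0.71 (standard error 0.18, adjusted p = 0.0182) for *Mef2c*, which did not pass the fold threshold, and -0.03 (standard error 0.24, adjusted p = 0.953) for *Tnnt2*. Of 25 pluripotency genes, 21 were lower in MES than in ESC (21 when adjusted over the list alone), among them *Esrrb* (252-fold) and *Klf4* (22.5-fold), and 25 were lower in CM (25 over the list alone). Of 19 genes of the primitive streak and early mesoderm, 16 were higher in MES than in ESC (16 when adjusted over the list alone) and 15 were lower in CP than in MES (15 over the list alone). Among them, *Kdr*, a receptor of vascular endothelial growth factor, rose 270.4-fold into MES, and *Mixl1* fell 52.6-fold from MES to CP. Of 20 cardiac progenitor regulators, 19 were higher in MES than in ESC (19 when adjusted over the list alone), among them *Tbx20* (534-fold) and *Gata4* (21.9-fold). Of 27 genes of the sarcomere and calcium handling, 21 were higher in CP than in MES (22 when adjusted over the list alone), among them *Ttn* (108-fold) and *Myh7* (29.3-fold). From CP to CM, 3 of these 27 genes rose, namely *Pln*, *Nppa* and *Tnni3*, and 2 fell, namely *Myh7* and *Ttn* (3 and 2 when adjusted over the list alone). Markers of other cell types moved with the same stages, with 13 of 13 blood genes higher in CP than in ESC (13 when adjusted over the list alone) and 14 of 15 genes of smooth muscle and fibroblasts higher in CM than in ESC (14 over the list alone). *Tnnt2* was at 26.3 TPM in CM replicate 1 and 46.0 TPM in CM replicate 2. The calls from CP to CM are fragile, as *Nppa* was not called with DESeq2 or without CP replicate 1, *Myh7* and *Ttn* were not called without CP replicate 2 or without CM replicate 1, and *Tnni3* was not called with DESeq2 or when any library other than CM replicate 1 was left out.

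**Figure D1:**
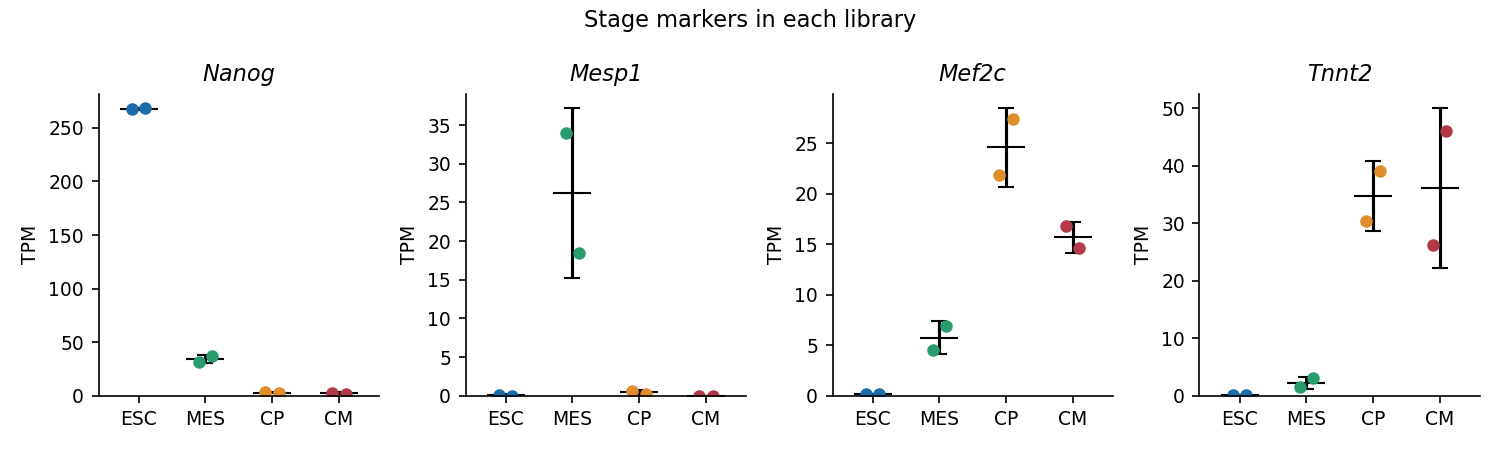
TPM of Nanog, Mesp1, Mef2c and Tnnt2 (vertical axis) at the 4 stages (horizontal axis), with a point for each of the 2 replicates and bars for the mean ± SD. Nanog is at 268 TPM in ESC and Mesp1 at 26.2 TPM in MES, while Mef2c and Tnnt2 are at 24.6 and 34.7 TPM in CP.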

As stage-specific marker genes, *Nanog* and *Mesp1* were highly expressed at ESC and MES stages, while *Mef2c* and *Tnnt2* were expressed at higher levels in the CP and CM phases (Figure 1A), indicating the high effectiveness of lncRNA-seq datasets. Comparative analysis of the expression patterns of mRNAs and lncRNAs showed that the expression of lncRNAs was lower than that of mRNAs. 

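Among genes with a stage mean of at least 1 TPM, the median TPM of lncRNAs was 3.09 in ESC, 3.20 in MES, 3.26 in CP and 3.48 in CM. The median of mRNAs was 21.8 TPM in ESC, 25.5 in MES, 27.0 in CP and 26.3 in CM. In ESC 1365 lncRNAs and 12694 mRNAs reached 1 TPM, compared with 4128 and 17493 detected over all stages. The medians thus leave out most detected lncRNAs but fewer of the mRNAs. Single lncRNAs lay far above these medians, such as *Snhg3*, a host gene of small nucleolar RNAs, at 359 ± 3.27 TPM (SD, n = 2) in ESC, and *Airn*, an imprinted antisense transcript, at 107 ± 7.69 TPM in CP. *Sox2ot*, which overlaps the gene of the pluripotency factor Sox2, lay near the lncRNA median, at 4.09 ± 0.0285 TPM in ESC. *Dnm3os*, a transcript that carries microRNAs, was at 0.132 ± 0.0751 TPM in MES, below the cut of 1 TPM.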

Over 50% of mRNAs had TPM values > 20 at four distinct stages, whereas only less than 10% of lncRNAs had similar TPM values (Supplementary Figure S1B). Mapping of these lncRNAs to genomic regions revealed that about half of the lncRNAs were derived from intergenic regions (Figure 1B).

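In ESC, 6611 of the 12694 mRNAs at or above 1 TPM had more than 20 TPM, a share of 52.1% ± 0.219 (SD, n = 2), and 138 of 1365 lncRNAs did, a share of 10.1% ± 0.106. The mRNA share was 56.4% ± 0.157 in MES, 58.1% ± 0.366 in CP and 58.1% ± 0.836 in CM. The lncRNA share was 9.16% ± 0.405 in MES, 8.66% ± 0.306 in CP and 8.58% ± 0.515 in CM. Each share is taken from stage mean TPM, while its SD is that of the shares of the 2 replicates taken singly. The mean of these can differ from the share given, as in CP, where they were 8.204% and 8.637%. The lncRNAs above 20 TPM in ESC included *Lncenc1* (311 ± 33.9 TPM), *Halr1* (167 ± 0.471 TPM), *Platr10* (138 ± 2.63 TPM) and *Gas5* (136 ± 2.84 TPM). In CM they included *Neat1*, the core of nuclear paraspeckles, at 119 ± 42.6 TPM and *Hand2os1*, transcribed next to the cardiac factor *Hand2*, at 43.9 ± 1.83 TPM. As a share of all detected genes, with no minimum of TPM, the values in ESC were 37.8% for mRNAs and 3.34% for lncRNAs.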

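By the biotypes that the deposited data give, 1882 of the 4128 detected lncRNAs were lincRNAs, transcribed from between protein-coding genes, a share of 45.6% (Wilson 95% interval 44.1% to 47.1%). Of the others, 1417 (34.3%) were antisense transcripts, 522 were processed transcripts, 287 (6.95%) were sense intronic and 19 were sense overlapping. *Lncenc1* (ENSMUSG00000078952, chromosome 13 from 97434970 to 97497007) and *Halr1* (ENSMUSG00000085412, chromosome 6 from 52102949 to 52113684) are lincRNAs. *Tsix* (ENSMUSG00000085715, chromosome X from 103431517 to 103484957), the antisense partner of *Xist*, and *Snhg16* (ENSMUSG00000020812, chromosome 11 from 116671660 to 116675799) are annotated as antisense, and *Snhg3* (ENSMUSG00000085241, chromosome 4 from 132348014 to 132353686) as a processed transcript. *Tsix* was at 27.5 ± 1.49 TPM (SD, n = 2) in ESC and 0.288 ± 0.251 TPM in CM. The 95% interval covers counting error only.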

**FIGURE 1:**
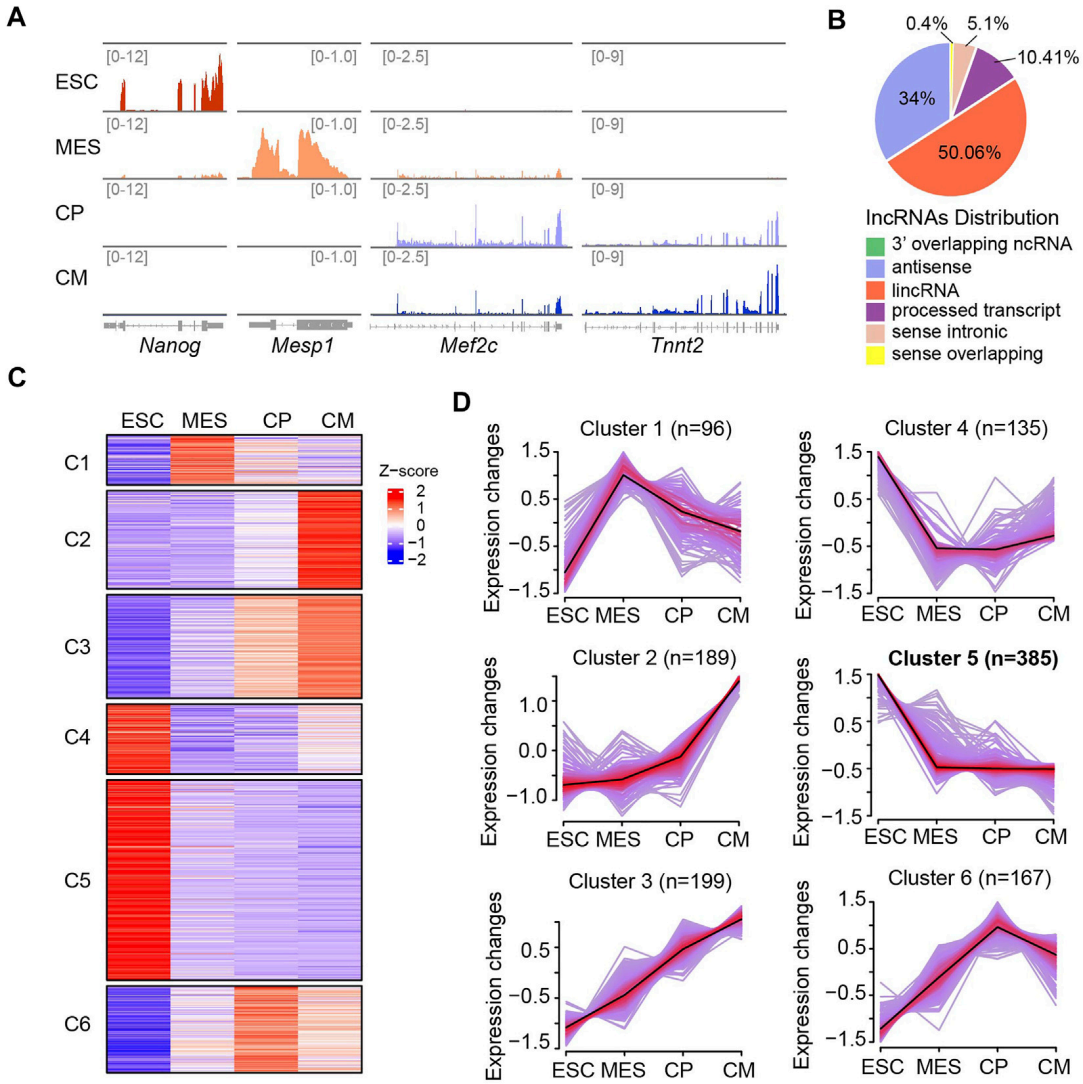
Dynamic lncRNA expression pattern during ESC-derived cardiac differentiation. **(A)** Integrative Genomics Viewer (IGV) of read coverage for specific marker genes at distinct differentiation phases including ESC (Day 0), MES (Day 4), CP (Day 6) and CM (Day 10). The number of reads indicate the peak heights in corresponding genomic regions. **(B)** Genomic annotation of lncRNAs (*n* = 6,061) showing that the majority of lncRNAs were mapped to lincRNA (50.06%) and antisense (34%). **(C)** Heat map showing the expression patterns of lncRNAs were grouped into six different groups (C1-C6) across four differentiation stages. **(D)** Clustering analysis showing the expression patterns of lncRNAs were divided into six different groups (C1-C6) as shown in **(C)**. The average trend is indicated by black lines. The number of genes is indicated for each cluster. The ESC-specific cluster (C5) contains the largest population of lncRNAs (*n* = 385).

To detect expression changes of lncRNAs during ESC-derived cardiac differentiation, we performed Fuzzy C-means Clustering based on the TPM values. This analysis led to the identification of six different gene clusters with differential lncRNA expression patterns across the differentiation phases (Figures 1C,D). 

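Of the 1650 lncRNAs tested, 1234 (74.8%) were called in at least 1 of the 6 pairwise comparisons between stages, and these entered the clustering. Their stage mean TPM was standardized per gene and grouped into 6 clusters by fuzzy c-means. The largest cluster, of 358 lncRNAs (29.0%, Wilson 95% interval 26.6% to 31.6%), peaked in ESC and held *Lncenc1*, *Xist*, *Tsix*, *Sox2ot* and *Halr1*. A second cluster that peaked in ESC, of 89 lncRNAs, declined more gradually and held *Gas5*, *Snhg1*, *Snhg4* and *Gm43803*. A cluster of 149 lncRNAs peaked in MES and held *Fendrr* and *Evx1os*, and a cluster of 184 lncRNAs peaked in CP and held *Airn* and *Igf2os*. The clusters that peaked in CM had 214 lncRNAs, with *Dnm3os* and *Mir100hg*, and 240 lncRNAs, with *H19*, *Hand2os1* and *Meg3*. With a fuzzifier close to 1 or with k-means, the largest cluster peaked in CM in place of ESC.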

Cluster one and six contained a batch of lncRNAs that were specifically expressed at MES and CP stages, respectively. Both cluster two and three comprised genes that were specifically expressed at the CM stage. However, lncRNAs in cluster two showed mildly increased expression from the ESC to CP stage but dramatically upregulated expression from the CP to CM stage. In contrast, the expressions of lncRNAs in cluster three were increased gradually with the progression of cardiac differentiation (Figures 1C,D). 

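*Fendrr*, a lncRNA beside the gene of the mesoderm factor *Foxf1* (ENSMUSG00000097336, chromosome 8 from 121054882 to 121083110) rose into MES. It had 1 count in the ESC libraries together, was 1003-fold (95% counting interval 179.6 to 39660) higher in MES, at 31.9 ± 0.749 TPM (SD, n = 2), and fell 2.51-fold from MES to CP (adjusted p = 0.000459 from edgeR's quasi-likelihood test). *Evx1os*, antisense to the mesoderm factor *Evx1*, had no count in ESC, was at least 206-fold higher in MES (floor of 3 counts over the 2 ESC libraries) and was at 21.7 ± 2.63 TPM in MES and 4.69 ± 0.138 in CP. *Foxf1* itself was at least 1267-fold higher in MES than in ESC, and *Evx1* was 1251-fold (95% counting interval 224 to 49450) higher. In the cluster that peaked in CP, *Airn* (ENSMUSG00000078247, chromosome 17 from 12741311 to 12860136) rose 71.3-fold from ESC to MES and was at 51.1 ± 11.9 TPM in MES and 107 ± 7.69 in CP, where the further change did not pass the fold threshold (log2 fold change 0.91, standard error 0.19, adjusted p = 0.00456) except without MES replicate 2. *5430431A17Rik*, in the same cluster, rose 91.0-fold from MES to CP (adjusted p = 5.42e-05), from 0.878 ± 1.05 to 91.0 ± 26.0 TPM. Its counts were 1 and 12 in MES and 528 and 780 in CP, so the size of its rise is uncertain. The cluster centre, in standardized units over ESC, MES, CP and CM, was -1.27, 0.67, 0.51 and 0.09 for the MES cluster and -1.19, -0.25, 0.85 and 0.58 for the CP cluster.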

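In the CM cluster of 214 lncRNAs, *Dnm3os* (ENSMUSG00000078190, chromosome 1 from 162217623 to 162225550) was at 9.71 ± 1.07 TPM (SD, n = 2) in CP and 75.2 ± 4.88 in CM, a rise of 7.36-fold (adjusted p = 6.44e-06 from edgeR's quasi-likelihood test). *Mir100hg*, the host gene of a microRNA cluster, rose 4.53-fold over the same step (adjusted p = 5.95e-05), and *Neat1* rose 3.92-fold (adjusted p = 0.00182). The centre of this cluster was -0.67, -0.60, -0.11 and 1.38 in ESC, MES, CP and CM. In the CM cluster of 240 lncRNAs, *Hand2os1* (ENSMUSG00000100510, chromosome 8 from 57281117 to 57324233) had no count in ESC and was at 5.20 ± 1.88 TPM in MES, 22.7 ± 4.15 in CP and 43.9 ± 1.83 in CM, at least 1515-fold higher in CM than in ESC. *H19* rose 92.5-fold from ESC to MES (adjusted p = 1.20e-08) and 3.00-fold from MES to CP, and *Meg3*, an imprinted transcript, rose 2.56-fold from MES to CP (adjusted p = 6.91e-05). The centre of this cluster was -1.00, -0.53, 0.42 and 1.11. In the CM libraries, genes of smooth muscle and fibroblasts were also high, with *Col3a1*, a fibrillar collagen, at 1655 ± 347 TPM. *Malat1*, in the first of these clusters, was at 5899 TPM in CM replicate 1 and 9855 in CM replicate 2, and its call of 2.07-fold higher in CM than in ESC was lost without CM replicate 2. *Neat1* was not called higher in CM than in ESC without CM replicate 1.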

LncRNAs in cluster four showed decreased expressions from the ESC to CP stage and slightly recovered expression at the CM stage, while cluster five contained largest population of lncRNAs (*n* = 385) which expressed at highest levels in ESC and considerably downregulated afterwards. 

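The ESC cluster of 358 lncRNAs had its centre at 1.48 in ESC, -0.51 in MES, -0.51 in CP and -0.46 in CM, and 282 of the lncRNAs that were higher in ESC than in each later stage lay in it. *Halr1*, which lies beside the Hox genes of chromosome 6, was at 167 TPM in ESC, had no count in MES and was at least 604-fold lower there (floor of 3 counts over the 2 MES libraries). *Platr7* was 361-fold (95% counting interval 99.6 to 2987) lower in MES than in ESC, *4930566F21Rik* 638-fold (95% counting interval 114 to 25240) lower, and *Gm32885* 178-fold lower (adjusted p = 5.76e-07 from edgeR's quasi-likelihood test). The ESC cluster of 89 lncRNAs had its centre at 1.10, 0.28, -0.58 and -0.79, and *Gm43803* in it was at 97.0 ± 6.99 TPM (SD, n = 2) in ESC, 38.5 ± 0.152 in MES and 6.54 ± 4.07 in CP. Together the clusters that peaked in ESC held 447 lncRNAs (36.2% of those clustered). *Lncenc1*, in the larger cluster, rose again from CP to CM (log2 fold change 1.14, adjusted p = 0.0207), to 1.81 ± 0.134 TPM, a call lost without CP replicate 1, without CP replicate 2 or without CM replicate 1. Of the clusters that peaked in ESC, the 1 of 89 had the lower centre at CM. Without CM replicate 1, however, the lower centre at CM was that of the cluster with the highest centre in ESC, of 329 lncRNAs.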

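From ESC to MES, 364 lncRNAs were higher and 381 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test and a fold change above 2 or under 0.5. From MES to CP, 166 were higher and 62 lower, and from CP to CM 88 were higher and 39 lower. Between ESC and CM, 618 were higher in CM and 385 lower. By the fitted fold change, which is no bound for a gene with no count in a stage, the 5 highest rises into MES were those of *Hand2os1* (at least 210.3-fold), *Evx1os*, *Gm45889* (1509-fold (95% counting interval 270.4 to 59620)), *Fendrr* and *9030622O22Rik* (at least 56.3-fold), with a floor of 3 counts over the 2 ESC libraries where they had no count. By the same ranking, the 5 largest falls were those of *Halr1*, *4930566F21Rik*, *Platr7*, *Lncenc1* and *Gm32885*. From MES to CP, the 5 highest fitted rises were those of *Mir99ahg* (at least 86.7-fold), *5430431A17Rik*, *Dnm3os* (64.6-fold), *Mir100hg* (10.4-fold) and *Dubr* (9.09-fold), and *Platr10* (13.3-fold) and *Platr14* (6.00-fold) were among the 5 largest fitted falls. From CP to CM, *Snhg14* fell 2.99-fold (adjusted p = 8.70e-05), and *Gm45889* fell 3.37-fold (adjusted p = 0.00136). Of 29 known developmental lncRNAs, 8 were higher and 6 lower in MES than in ESC (8 and 6 when adjusted over the list alone), and 12 were higher and 7 lower in CM than in ESC (12 and 7 over the list alone). Among mRNAs, 2860 were higher and 2382 lower in MES than in ESC, and 4442 were higher and 3335 lower in CM than in ESC. The counts between the later stages depend on the tool and on single libraries, as those higher in CP than in MES were 88 with DESeq2, 81 without MES replicate 1, 107 without MES replicate 2, 98 without CP replicate 1 and 86 without CP replicate 2. Without CP replicate 1 or 2, 32 and 39 were lower in CP than in MES, 25 and 24 were higher in CM than in CP (34 with DESeq2), and 14 and 16 were lower in CM than in CP (19 with DESeq2).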

Altogether, our results suggested lncRNA transcriptome underwent dynamic regulation during ESC-derived cardiac differentiation and identified a batch of potential non-coding regulators involved in cardiogenesis.

### Regulatory Properties and Cellular Functions of Embryonic Stem Cells-specific Long Noncoding RNAs

It has been well documented that pluripotent genes such as *Nanog* and *Sox2*, are restricted to pluripotent cells and downregulated upon differentiation (Zhao and Jin, 2017). 

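At an adjusted p under 0.05 from edgeR's quasi-likelihood test and a fold change above 2, 290 lncRNAs were higher in ESC than in each of MES, CP and CM. The 10 of them with the highest counts in ESC were *Lncenc1*, *AU020206*, *Snhg3*, *Platr10*, *Snhg16*, *1700001L05Rik*, *Pvt1*, *Tsix*, *Halr1* and *Gm32885*. *AU020206* was at 154 ± 8.10 TPM (SD, n = 2) in ESC and fell 2.19-fold to MES (adjusted p = 2.99e-06). *1700001L05Rik* was at 32.5 ± 2.41 TPM in ESC and fell 10.0-fold (adjusted p = 2.94e-07), and *Pvt1*, a lncRNA next to *Myc*, fell 2.89-fold (adjusted p = 6.70e-05). Beside them, *Pou5f1*, which encodes the pluripotency factor Oct4, fell 13.5-fold from ESC to MES (adjusted p = 1.00e-06), and *Sox2* fell 24.9-fold (adjusted p = 1.78e-07). Of the 25 pluripotency genes, 21 were higher in ESC than in each later stage. If the 3 comparisons were independent, 21.2 lncRNAs would be lower in all 3 later stages, but they share the 2 ESC libraries, so part of the overlap can come from these. In 20 simulations with no difference between stages, the highest number of lncRNAs that passed all 3 was 0, which is chance with no effect and does not measure what the shared libraries add to the overlap of real changes.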

Similar as the regulatory pattern of pluripotent genes, we identified that 385 lncRNAs were expressed specifically in ESC and downregulated upon differentiation. Close examination of these lncRNAs revealed that the majority of them were less than 4,000 nucleotides in length (Figure 2A). Furthermore, 85.2% of ESC-specific lncRNAs harbored poly(A) tails, which might be associated with their stabilization in the cellular compartment. 

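Of 289 lncRNAs higher in ESC than in each later stage and with an annotated transcript, 279 (96.5%) had a longest transcript under 4000 nucleotides in the GENCODE M21 annotation. Their median length was 1195 nucleotides, with quartiles of 641 and 2249. Of all 1648 lncRNAs tested that have an annotated transcript, 1502 (91.1%) were under 4000 nucleotides, with a median of 1663. The summed exon length of a gene, which is used for TPM, was under 4000 nucleotides for 262 of the 290 lncRNAs (90.3%). *Gm2379*, with a summed exon length of 463 nucleotides, is among the shorter ones, and that of *Lncenc1* is 3301 nucleotides.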

As canonical non-coding regulators of cell fate in the nucleus, *Xist*, *Lncenc1*, and *Gas5*, were included in the subgroup of polyadenylated lncRNAs specifically expressed in ESC (Figure 2B), further suggesting the accuracy and validity of our lncRNA-seq data. 

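*Lncenc1*, a lncRNA reported to act in naive pluripotency (ENSMUSG00000078952), was at 311 TPM in ESC and 1.17 ± 0.407 TPM (SD, n = 2) in MES, a fall of 305-fold (log2 fold change -8.25, standard error 0.18, adjusted p = 5.63e-09 from edgeR's quasi-likelihood test). *Xist*, the lncRNA of X-chromosome inactivation (ENSMUSG00000086503, chromosome X from 103460366 to 103483254), was at 2.01 ± 0.141 TPM in ESC and 0.105 ± 0.0490 in MES. This is a fall (log2 fold change -4.46, standard error 0.38, adjusted p = 7.88e-06), and *Xist* was at 0.207 ± 0.0267 TPM in CM. The J1 line is male. *Tsix*, which overlaps *Xist* on the opposite strand, was at 27.5 ± 1.49 TPM in ESC and fell too. *Gas5*, a host gene of small nucleolar RNAs (ENSMUSG00000053332, chromosome 1 from 161034422 to 161038539), was at 136 ± 2.84 TPM in ESC and 140.0 ± 1.10 in MES and was not called, and the sign of its small change depends on the scale, as the log2 fold change by TMM-scaled counts was -0.17 (standard error 0.09, adjusted p = 0.121). It fell 2.16-fold from MES to CP, to 72.4 ± 7.37 TPM (adjusted p = 3.09e-05), and was 2.84-fold lower in CM than in ESC, at 64.8 ± 3.27 TPM (adjusted p = 3.33e-07). Of 6 nuclear regulators shown in Fig. 2B, 4 were higher in ESC than in each later stage, namely *Lncenc1*, *Xist*, *Sox2ot* and *Panct2*. *Sox2ot* fell 124-fold from ESC to MES (adjusted p = 2.68e-07) and *Panct2* 3.90-fold (adjusted p = 0.00118). *Flicr* had a log2 fold change of -1.56 in MES (standard error 0.65, adjusted p = 0.0636), called lower without MES replicate 2 or without CM replicate 1, and was 11.2-fold lower in CM than in ESC (adjusted p = 0.00298). From ESC to MES, 4 of the 6 were lower (5 when adjusted over the list alone), and 6 were lower in CM (6 over the list alone). The study chose this list on these samples, so its direction is not independent evidence.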

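The Platr lncRNAs, named for their link to pluripotency, and the Snhg lncRNAs, host genes of small nucleolar RNAs, both held members that fell. Of 17 Platr lncRNAs tested among the 20 of Fig. 2B, 17 were lower in MES than in ESC (17 when adjusted over the list alone), and 17 were higher in ESC than in each later stage. *Platr10* (ENSMUSG00000099370, chromosome 3 from 75647446 to 75655731) fell 51.2-fold from ESC to MES (log2 fold change -5.68, standard error 0.32, adjusted p = 4.92e-07 from edgeR's quasi-likelihood test), to 3.11 ± 1.17 TPM (SD, n = 2). *Platr14* fell 25.2-fold (adjusted p = 2.40e-06), from 73.5 ± 4.01 to 3.37 ± 1.58 TPM, and *Platr4* fell 36.5-fold (adjusted p = 1.26e-07). Of 6 Snhg lncRNAs of Fig. 2B, 1 was lower in MES than in ESC (1 when adjusted over the list alone), and 6 were lower in CM than in ESC (6 over the list alone). The 1 was *Snhg16* (2.39-fold, adjusted p = 5.37e-05), which was at 69.4 ± 10.7 TPM in ESC and 33.6 ± 0.750 in MES. *Snhg1* had a log2 fold change of -0.90 in MES (standard error 0.11, adjusted p = 8.85e-05) and *Snhg17* of -0.22 (standard error 0.11, adjusted p = 0.113), and neither passed both thresholds. From ESC to CM, *Snhg4* fell 5.17-fold (adjusted p = 9.58e-08), *Snhg1* 4.38-fold and *Snhg17* 2.17-fold, the last not called without CM replicate 2 or with scaling by library totals only. The difference in timing between the families was not itself tested, and both lists were chosen by the study on these samples, so their direction is not independent evidence.

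**Figure D2:**
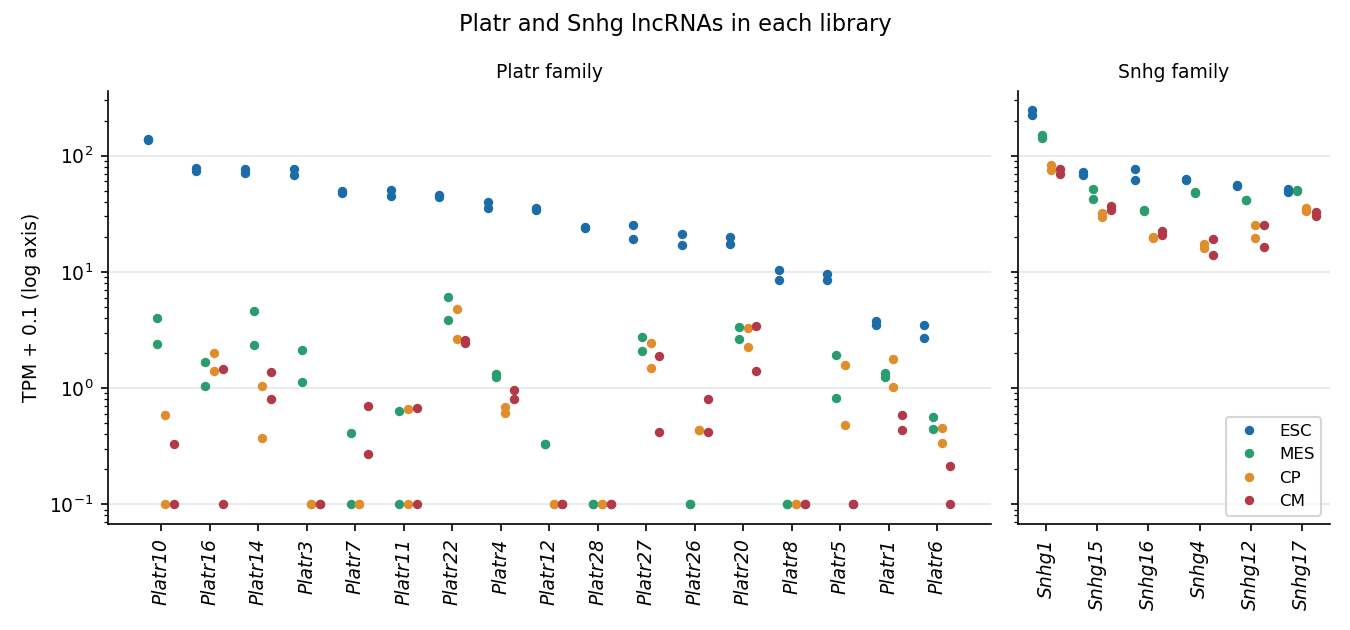
TPM + 0.1 on a log axis (vertical) for 17 Platr and 6 Snhg lncRNAs (horizontal), with a point for each library, coloured by stage. Platr10 lies at 138 TPM in ESC and 3.11 in MES, and Snhg16 at 69.4 and 33.6.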

Intriguingly, this cluster also contained a large number of members from two lncRNA families, *Platr* and *Snhg*, some of which have been reported to regulate the stem cell fate transition (Bergmann et al., 2015; Lu et al., 2019; Li et al., 2020; Du et al., 2021; Yan et al., 2021).

**FIGURE 2:**
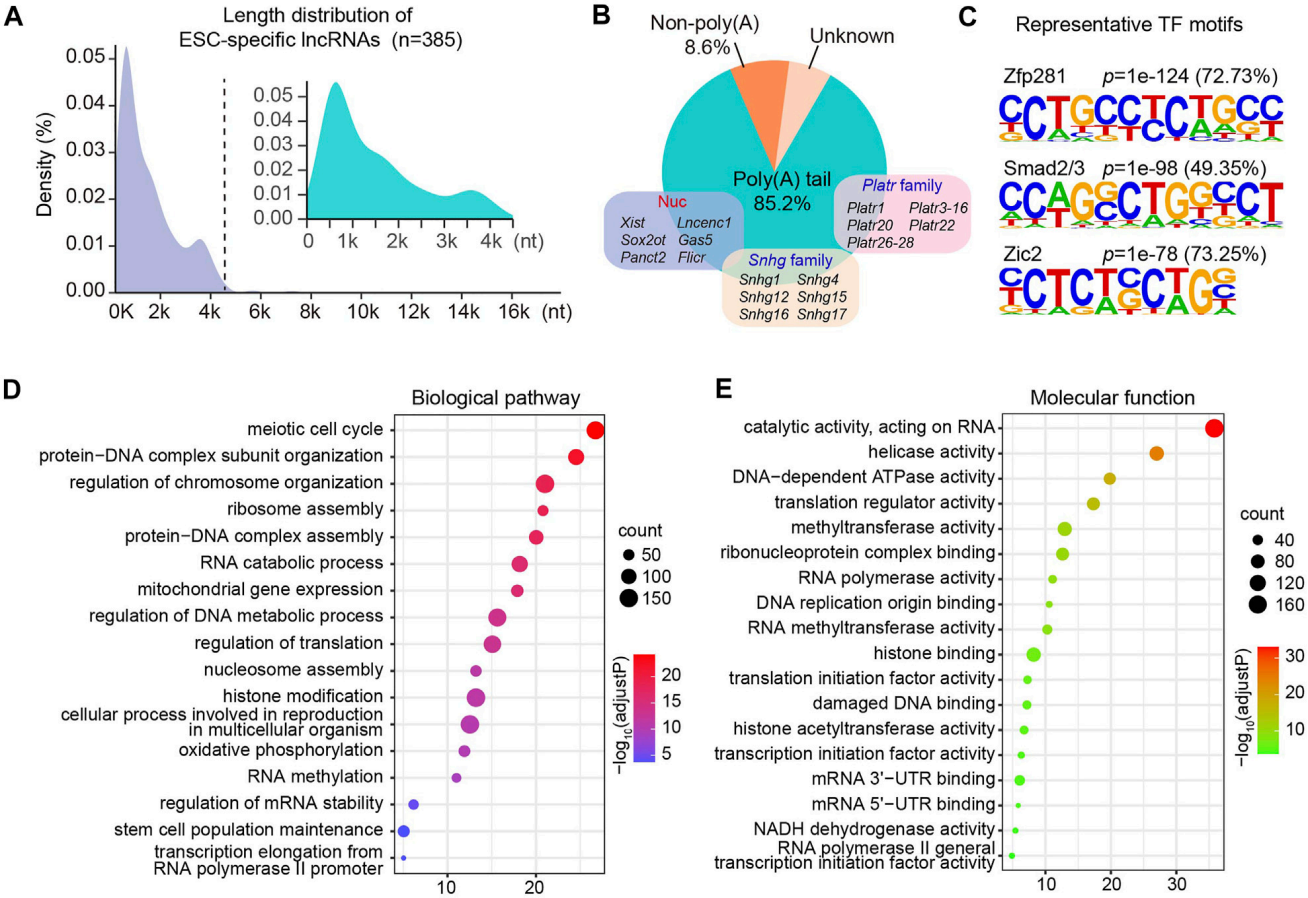
Regulatory features and cellular functions of ESC-specific lncRNAs. **(A)** Length distribution of ESC-specific lncRNA transcripts. **(B)** Polyadenylation features of ESC-specific lncRNAs. **(C)** Motif enrichment analysis showing representative TF motifs identified in the promoter region of genes coding ESC-specific lncRNAs. The selected motifs are linked to their corresponding TF. **(D,E)** Bubble plots show the biological pathways **(D)** and molecular functions **(E)** enriched by ESC-specific mRNAs co-expressed with lncRNAs. The size of a bubble is proportional to the number of genes. The intensity of the circle color is corresponding to the significance level which is indicated as -log_10_ (adjust *p*-value).

To understand the key regulators that control the gene expressions of these ESC-specific lncRNAs, we next assessed the TF-binding cis-elements imbedded in the promoter region of their coding genes. We observed that about 72.73% of the lncRNAs could be bounded by Zfp281 (Figure 2C), which has been reported to be not required for maintenance of ESCs but indispensable for proper differentiation by targeting core pluripotent genes (Fidalgo et al., 2011). In addition, Smad2/3 and Zic2 have been implicated in the self-renewal and ESC specification (Sakaki-Yumoto et al., 2013; Luo et al., 2015), and our analysis suggested that approximately 49.35 and 73.25% of ESC-specific lncRNAs were enriched for the Smad2/3 and Zic2 motif, respectively (Figure 2C).

The clustering analysis also led to identification of ten distinct expression patterns of protein-coding genes across four differentiation phases (Supplementary Figure S2). 

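The 17493 detected mRNAs were grouped into 10 clusters by the same method. The largest cluster, of 2399 mRNAs (13.7%), peaked sharply in ESC and held 21 of the 25 pluripotency genes and 27 of 40 genes of the meiotic cell cycle. Other clusters that peaked in ESC had 1482 mRNAs, with a gradual decline, and 1157 mRNAs, with a recovery at CM. The gradual cluster held 34 of 40 genes of ribosome assembly and 16 of 24 genes of proliferation. Clusters of 1220 and 1351 mRNAs peaked in MES, and the latter held 13 of 21 genes of the primitive streak and early mesoderm. Clusters of 1961 and 1660 mRNAs peaked in CP, and the former held 7 of 12 endothelial genes and 5 of 13 blood genes. Clusters of 2064, 1977 and 2222 mRNAs peaked in CM, and the first of these held 14 of 28 genes of the sarcomere and calcium handling and 8 of 20 cardiac progenitor regulators. Of 24 genes of proliferation, 23 were lower in CM than in ESC at an adjusted p under 0.05 from edgeR's quasi-likelihood test (23 when adjusted over the list alone), among them *Mcm2* (5.77-fold) and *Mcm5* (6.19-fold), which license DNA replication.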

We then performed gene ontology (GO) enrichment analysis of ESC-specific protein-coding genes in cluster two that were co-expressed with specifically expressed lncRNAs in ESC. Our analysis revealed that they were significantly enriched in biological processes including meiotic cell cycle, protein-DNA complex assembly, ribosome assembly and protein translation. 

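Genes of the meiotic cell cycle were mostly lower in MES than in ESC, and most genes of ribosome assembly and translation were lower in CM than in ESC. Of 37 meiotic genes tested, 28 were lower in MES than in ESC (28 when adjusted over the list alone) and 25 were higher in ESC than in each later stage. *Stag3*, a cohesin subunit of meiosis, fell 12.6-fold from ESC to MES (log2 fold change -3.66, standard error 0.12, adjusted p = 2.49e-08 from edgeR's quasi-likelihood test), and *Smc1b*, another cohesin subunit, 50.2-fold. *Stra8*, which acts at the entry into meiosis, was at least 555-fold lower, *Sohlh2*, a transcription factor of germ cells, at least 743-fold and *Hormad1*, a protein of the meiotic chromosome axis, at least 514-fold, each with no count in MES (floor of 3 counts over the 2 MES libraries). *Spo11*, which makes the DNA breaks of meiosis, had no count in ESC and was higher in MES, by at least 17.1-fold. Of 40 genes of ribosome assembly, 1 was lower in MES than in ESC (1 when adjusted over the list alone), 21 were lower in CP than in MES (21 over the list alone) and 38 were lower in CM than in ESC (38 over the list alone). *Dkc1*, which modifies ribosomal RNA, fell 2.91-fold from MES to CP (adjusted p = 6.10e-06) and was 7.74-fold lower in CM than in ESC. Of 40 genes listed as translation factors, 2 were lower in MES than in ESC (2 when adjusted over the list alone). They were *Eif4a2* (log2 fold change -1.14) and *Eif4ebp1* (2.42-fold), which encodes a repressor of translation and not a factor. In CM, 24 were lower than in ESC (24 when adjusted over the list alone), among them *Etf1* (3.61-fold) and *Abce1* (3.04-fold). Compared with the other genes by limma's camera, the difference between ESC and the mean of the later stages was higher for the meiotic list (median log2 difference 3.55, adjusted p = 7.57e-09), for ribosome assembly (1.45, adjusted p = 1.60e-14) and for translation (0.77, adjusted p = 1.59e-10), where the median of all genes was -0.05. These p-values use a preset correlation of 0.01 between genes, and with an estimated correlation the adjusted p was 0.0226 for the meiotic list, 0.128 for ribosome assembly and 0.128 for translation, so the last 2 calls did not hold. After its motif and gene ontology analyses, the paper proposes that the lncRNAs form regulatory networks with stage-specific transcription factors and protein-coding genes.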

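Of 41 genes of RNA methylation, 1 was lower in MES than in ESC (1 when adjusted over the list alone), 4 were lower in CP than in MES (4 over the list alone) and 21 were lower in CM than in ESC (21 over the list alone). The gene lower in MES was *Mettl5*, which methylates ribosomal RNA (2.26-fold, adjusted p = 0.000137 from edgeR's quasi-likelihood test). From ESC to CM, *Nsun2*, which methylates cytosines of RNA, fell 4.23-fold (log2 fold change -2.08, standard error 0.09, adjusted p = 6.01e-08), and *Fbl*, the methyltransferase of small nucleolar ribonucleoproteins, 4.39-fold (adjusted p = 2.04e-07). *Ftsj3* and *Nop2*, which act on ribosomal RNA, fell 5.36-fold and 4.62-fold. The list's median difference between ESC and the mean of the later stages was 0.74 on the log2 scale, above that of other genes (limma's camera, adjusted p = 6.32e-08), but the call depends on the lists adjusted for, as with an estimated correlation the adjusted p was 0.0438 over the lists taken from the paper's terms and 0.0756 over all lists tested, where it did not hold. Of 23 writers, erasers and readers of m6A, 8 were lower and 1 was higher in CM than in ESC (8 and 1 when adjusted over the list alone). *Igf2bp1* fell 3.16-fold and *Igf2bp2*, another reader of the family, rose 2.30-fold (adjusted p = 7.46e-07). *Mettl3*, the catalytic writer, was at 31.2 ± 1.08 TPM (SD, n = 2) in ESC and 21.2 ± 2.58 in CM, and *Ythdc1*, the nuclear reader, at 52.8 ± 0.931 and 35.3 ± 1.61, changes of 2.00-fold and 2.03-fold by TMM-scaled counts, at the fold threshold, while the ratios of their TPM lie below it. Both calls were lost with scaling by library totals only, the first also without ESC replicate 1, MES replicate 1 or CM replicate 1, and the second without ESC replicate 2, MES replicate 1 or CM replicate 2. Of 12 genes of PRC2, the complex that methylates histone H3, 7 were lower in MES than in ESC (7 when adjusted over the list alone), among them *Jarid2* (5.59-fold) and *Mtf2* (3.00-fold), and 8 were lower in CM (8 over the list alone).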

Interestingly, these co-expressed lncRNAs were also involved in RNA methylation and histone modification (Figure 2D). Consistent with their potential biological processes, these ESC-specific lncRNAs were co-expressed with genes encoding proteins with translation regulator activity, methyltransferase activity and histone acetyltransferase activity (Figure 2E). These results suggest that the ESC-retained lncRNAs are forming regulatory networks with stage-specific TFs and protein-coding genes to modulate ESC fate determination. 

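Of 46 genes of histone acetyltransferases and their complexes, 7 were lower and 1 was higher in MES than in ESC (7 and 1 when adjusted over the list alone), and 20 were lower and 3 higher in CM than in ESC (20 and 3 over the list alone). *Jade1*, a subunit of an acetyltransferase complex, fell 13.1-fold from ESC to MES (log2 fold change -3.71, standard error 0.09, adjusted p = 6.98e-09 from edgeR's quasi-likelihood test), and *Kat2b* and *Kat6b*, both acetyltransferases, fell 10.6-fold and 6.76-fold. The 3 genes higher in CM were *Atxn7* (2.79-fold), *Tada1* (2.59-fold) and *Ing4* (2.54-fold), which encode subunits of acetyltransferase complexes. Of the 46 genes, 6 were higher in ESC than in each later stage, compared with 1 of the 40 translation factors and 1 of the 41 genes of RNA methylation. The median difference of the acetyltransferase list between ESC and the mean of the later stages was 0.58 on the log2 scale, above that of other genes (limma's camera, adjusted p = 6.73e-06), and the adjusted p was 0.0226 with an estimated correlation. By cluster, 13 of the 46 genes lay in the ESC cluster with a gradual decline and 8 in the ESC cluster with a sharp decline, and of the 40 translation factors 13 and 3 did.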

Supporting this notion, a human ESC-specific lncRNA, *lncPRESS1*, has been reported to be not only directly regulated by transcription factor P53, but also interact with SIRT6 and modulate histone H3K56 and H3K9 acetylation to effect ESC state (Jain et al., 2016).

### Identification of Embryonic Stem Cell-specific Long Noncoding RNA-Binding Proteins

LncRNA generally modulates target gene expression through recruiting specific functional proteins (Statello et al., 2021). We therefore searched for ESC-specific lncRNA-binding proteins by integrative analysis with two RNA-binding protein databases from both NPinter and RNAinter (Teng et al., 2020; Kang et al., 2022). Eventually we identified 1719 pairs of lncRNA-protein interactions. GO analysis of these binding proteins revealed that they harbored molecular activities of single- and double-stranded RNA binding, RNA helicase and chromatin binding. Surprisingly, m^6^A-containing RNA binding activity was also found in these lncRNA-interacting proteins (Figure 3A).

**FIGURE 3:**
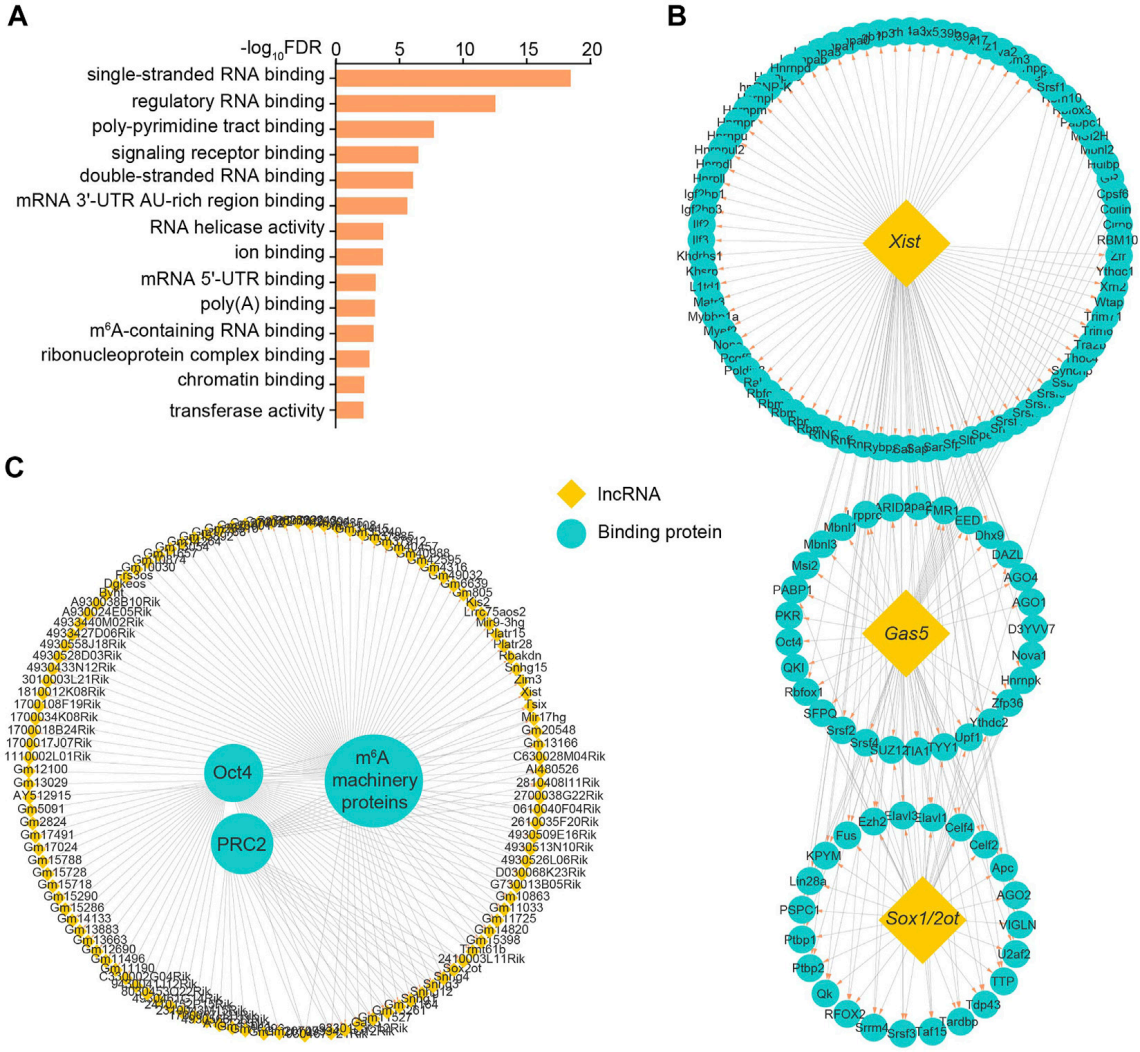
Identification of ESC-specific lncRNA-binding proteins. **(A)** GO analysis of molecular functions enriched by identified binding proteins for ESC-specific lncRNAs. **(B)** The lncRNA-protein interaction network identifies the candidate proteins binding with ESC-specific lncRNAs *Xist*, *Gas5* or *Sox1/2ot*. **(C)** The lncRNA-protein interaction network identifies the candidate lncRNAs binding with pluripotency regulators Oct4, PRC2 and m^6^A machinery proteins. Yellow and green respectively represent lncRNAs and the interacting proteins of lncRNAs. See also Supplementary Table S2.

For individual lncRNAs, *Gas5* and *Sox1/2ot*, which are linked to the regulation of pluripotency and specific linage differentiation (Knauss et al., 2018; Tu et al., 2018; Xi et al., 2022), were able to recruit many functional factors, such as Ago and Srsf family proteins (Figure 3B). Consistent with multi-faceted roles reported previously (Plath et al., 2003; Fang et al., 2004; Patil et al., 2016), *Xist* lncRNA could guide the regulation of gene expression through coupling with a variety of proteins including the key components of PRC and m^6^A machineries (Figure 3B). Among the identified proteins, the most representative ones are the core pluripotency component Oct4, histone modification activator PRC2 and m^6^A machinery proteins such as Igf2bp1/2/3 and Ythdc1/2, which modulate lncRNA functions potentially through direct interaction (Figure 3C). These results suggest that these ESC-specific lncRNAs mediate multi-layered regulation of gene expression through transcription, epigenetic and epitranscriptomic modifications.

### Modification of Embryonic Stem Cell-specific Long Noncoding RNAs by m^6^A

Given that the ESC-specific lncRNAs are directly recognized by m^6^A machinery proteins, we therefore hypothesized that at least some of them could be modified by RNA methylation. Indeed, 97 out of 385 lncRNAs contained typical m^6^A peaks. Distinct from m^6^A distribution in the vicinity of the stop codons of mRNAs (Dominissini et al., 2012; Meyer et al., 2012), m^6^As in lncRNAs were highly enriched in close proximity to the middle of the transcript body (Figures 4A,C). In addition, over 85% of mRNA m^6^As were subject to the regulation of core methyltransferase Mettl3. While, only less than 13% of m^6^As in ESC-associated lncRNAs were regulated by Mettl3 (Figure 4B), suggesting the existence of additional methyltransferase catalyzing the m^6^A formation of these lncRNAs.

**FIGURE 4:**
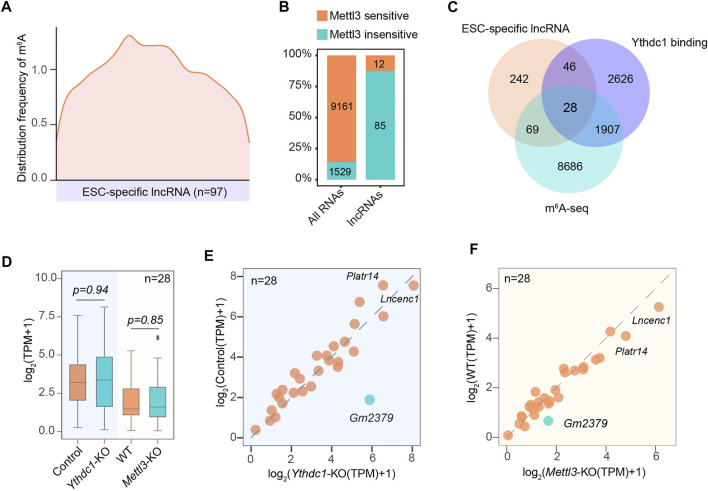
Characterization of the modification status on ESC-specific lncRNAs by m^6^A. **(A)** Transcriptome-wide distribution pattern of m^6^A for ESC-specific m^6^A-containing lncRNAs. **(B)** The percentage and number of ESC-specific lncRNAs containing m^6^A peaks that are regulated by Mettl3. **(C)** A Venn diagram shows the overlapping of lncRNA transcripts containing m^6^A sites and binding with nuclear m^6^A “reader” Ythdc1. **(D)** A box plot shows the expression of 28 overlapped lncRNAs **(C)** containing m^6^A sites and binding with Ythdc1 in response to the depletion of Mettl3 or Ythdc1. **(E)** A scatter plot showing the expression changes of 28 overlapped lncRNAs **(C)** in the presence or absence of Ythdc1. **(F)** A scatter plot showing the expression changes of 28 overlapped lncRNAs **(C)** in the presence or absence of Mettl3. *Gm2379* is highlighted in green.

Since Ythdc1 has recently been identified to regulate the functionality of a number of non-coding RNAs (Wei and He, 2021), we next analyzed whether these m^6^A-containing lncRNAs could recruit Ythdc1 as the “reader” protein. As shown in Figure 4C, 28 out of 97 lncRNAs harbored m^6^A peaks that were targeted for regulation by Ythdc1 (Figure 4C). The remaining 69 lncRNAs may be regulated by other “reader” proteins. Surprisingly, although methylated adenosines of the 28 lncRNAs were directly bound by Ythdc1, almost all of them did not significantly change their expressions upon loss of Mettl3 or Ythdc1 (Figures 4D–F). A recent study has indicated that the RNA transcribed from long interspersed nuclear element-1 (LINE1) acts as a binding scaffold for Ythdc1 to regulate transcription activities in early embryo and mouse ESCs (Chen et al., 2021; Liu et al., 2021). It is possible that Ythdc1 may facilitate the formation of lncRNA-scaffold complex rather than regulate its abundance to modulate the nuclear gene expression in ESC. Intriguingly, one out of the 28 lncRNAs, *Gm2379*, was dually regulated by Mettl3 and Ythdc1, as loss of either m^6^A machinery protein resulted in obviously increased expression of *Gm2379* (Figures 4E,F), suggesting that m^6^A may form different regulatory mode with lncRNAs to modulate their functionality.

### Characterization of the Long Noncoding RNA *Gm2379*

We next focused on the m^6^A-containing transcript *Gm2379*, as it is the only lncRNA that responds to the loss of the m^6^A machinery proteins. We initially validated the expression pattern of *Gm2379* during ESC-derived cardiac differentiation. As shown in Figure 5A, its expression was dramatically decreased at day 2 when embryonic bodies (EBs) were formed. Comparatively, the abundance of core pluripotency gene *Nanog* still maintained at high levels at this stage and declined after EBs generation. *Nkx2-5* as one of the earliest markers of the cardiac differentiation, was found to be obviously upregulated at day 6. To decipher the function of *Gm2379*, we next probed its expression in separated nuclear and cytoplasmic fractions from cultured ESCs. Different from the nuclear 45S rRNA, *Gm2379* was localized in both compartments (Figure 5B). Consistent with the global pattern of 97 ESC-specific lncRNAs, the two main m^6^A peaks of *Gm2379* were distributed in proximity to the middle of the transcript body as well as subject to the regulation of Mettl3 and Ythdc1, as m^6^A signals of *Gm2379* were overlapped with Ythdc1 RIP-seq signals and almost disappeared upon knockout of Mettl3 (Figure 5C). In addition, the transcript levels of *Gm2379* were significantly increased in ESCs depleting Mettl3 or Ythdc1 (Figures 5D,E), which is in good agreement with previous data analysis. Altogether, our findings indicate that *Gm2379* is specifically expressed in ESCs and dynamically regulated by nuclear “reader” protein Ythdc1 in a m^6^A-dependent manner.

**FIGURE 5:**
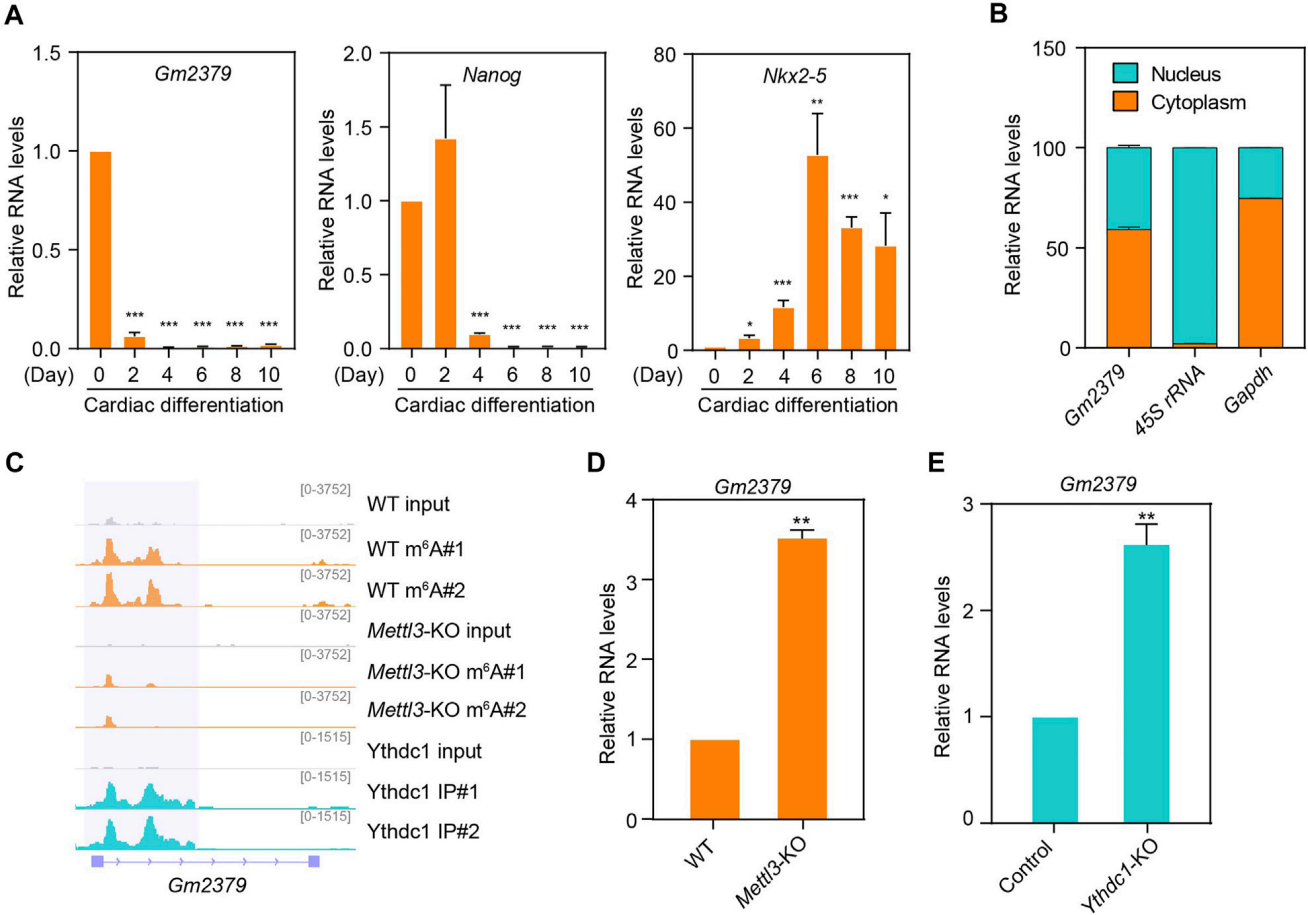
The m^6^A-harboring lncRNA *Gm2379* is regulated by both Mettl3 and Ythdc1. **(A)** Detection of *Gm2379* transcript levels during ESC-derived cardiac differentiation by RT-qPCR. *Nanog* and *Nkx2-5* serve as pluripotent and cardiac maker genes. Error bars, mean ± SEM; *n* = 4 independent replicates; *p < 0.05, **p < 0.01, ***p < 0.001. **(B)** Detection of the distribution of *Gm2379* transcript in ESCs by cell fractionation assay. The RT-qPCR data represented a percentage of the total amount of detected transcripts. Error bars, mean + SEM; *n* = 2 independent replicates. **(C)** Genome browser view of a representative genomic region showing m^6^A read density and Ythdc1-binding feature of the *Gm2379* transcript. **(D)** Detection of *Gm2379* transcript levels in WT and *Mettl3*-KO ESCs by RT-qPCR. Error bars, mean + SEM; *n* = 3 independent replicates; **p < 0.01. **(E)** Detection of *Gm2379* transcript levels in control and *Ythdc1*-KO ESCs by RT-qPCR. Error bars, mean + SEM; *n* = 4 independent replicates; **p < 0.01.

### *Gm2379* Modulates the Expressions of Pluripotent and Germ-Layer Genes

m^6^A has been implicated in the regulation of ESC self-renewal and differentiation. Depletion of Mettl3 results in m^6^A erasure on target pluripotent mRNAs, facilitating ESC self-renewal and impairing directed differentiation (Batista et al., 2014; Geula et al., 2015). The nuclear “reader” Ythdc1 has been found to be required for the maintenance of ESC pluripotency in a m^6^A-dependent manner (Chen et al., 2021; Liu et al., 2021). We have revealed that the expression of *Gm2379* lncRNA is regulated by both Mettl3 and Ythdc1, serving as a potential target of m^6^A in ESC. To determine whether *Gm2379* is directly involved in the regulation of pluripotency, we generated stable ESC lines with shRNA-mediated gene knockdown of *Gm2379* (Figure 6A). LIF is indispensable to maintain the pluripotent state of ESC (Martello and Smith, 2014). In the presence of LIF, depletion of *Gm2379* selectively affected the expression of pluripotency genes. The transcript levels of *Nanog* and *Dppa3* were significantly decreased in *Gm2379-*knock down (KD) cells, while *Klf2* was upregulated in *Gm2379*-KD cells (Figure 6B). However, in the absence of LIF, the expression of *Nanog* and *Klf2* rather than *Dppa3* was comparable in control and *Gm2379*-KD ESCs, suggesting the selective regulation of pluripotency genes by *Gm2379* lncRNA in a LIF-dependent manner.

**FIGURE 6:**
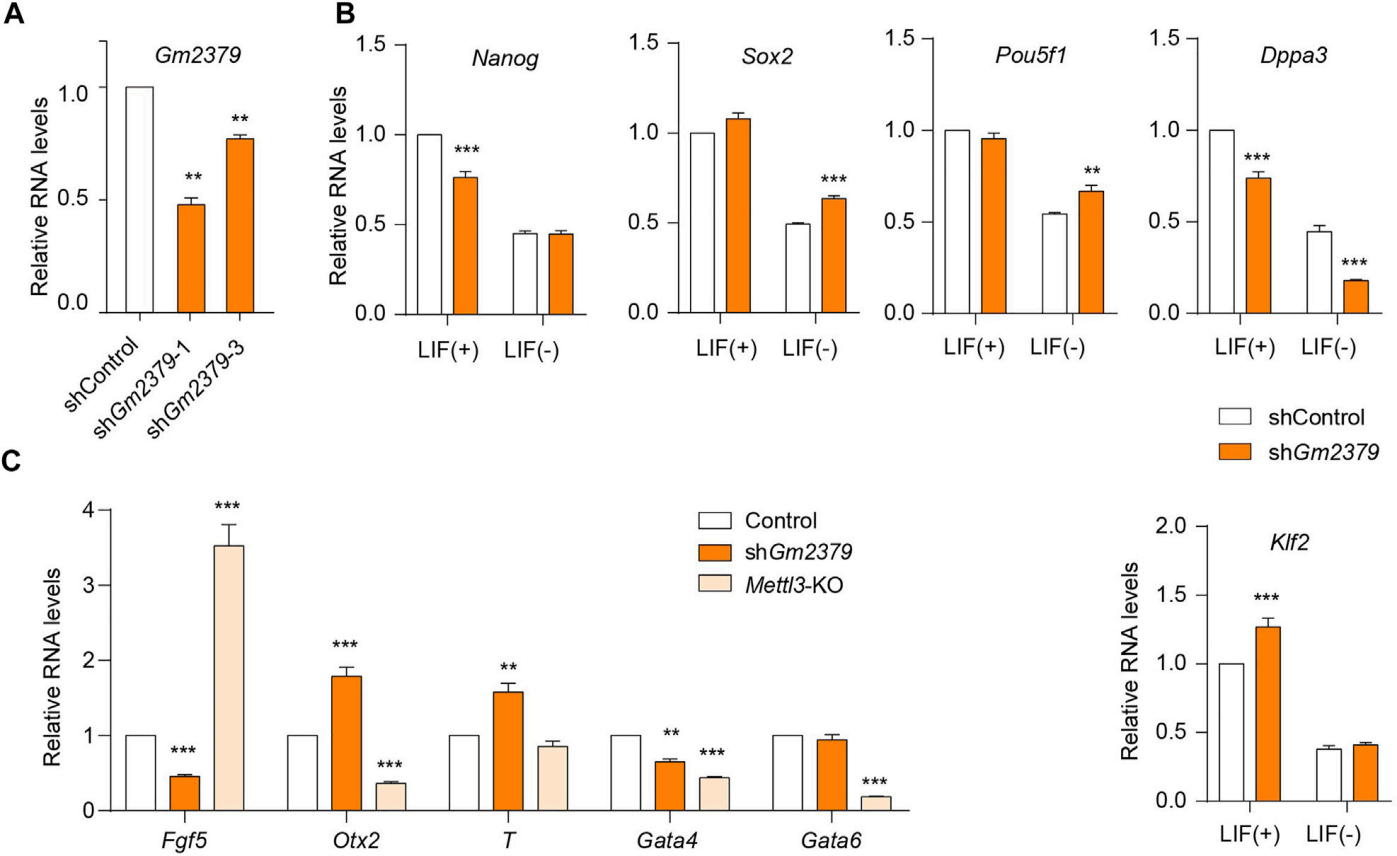
*Gm2379* modulates the expressions of pluripotent and germ-layer genes. **(A)** Generation of *Gm2379*-KD ESCs. **(B)** Detection of transcript levels of pluripotent genes in control and *Gm2379*-KD ESCs in the presence or absence of LIF by RT-qPCR. **(C)** Detection of transcript levels of three germ-layer genes in control, *Gm2379*-KD and *Mettl3*-KO ESCs by RT-qPCR. sh*Gm2379*-1 ESCs were used in **(B)** and **(C)**. Error bars, mean + SEM; *n* = 4 independent replicates; *p < 0.05, **p < 0.01, ***p < 0.001.

In addition to the pluripotent genes, the crucial genes involved in the formation of three germ layers (ectoderm, mesoderm and endoderm) were dramatically dysregulated in *Gm2379*-KD ESCs (Figure 6C)*.* Specifically, the ectoderm gene *Fgf5* and endodermal gene *Gata4* were significantly downregulated while the transcripts of the mesoderm gene *T* and ectoderm gene *Otx2* were obviously increased in response to *Gm2379* depletion. Mettl3, as the core m^6^A methyltransferase, has been demonstrated to regulate ESC pluripotency and differentiation (Batista et al., 2014; Geula et al., 2015). In contrast to *Gm2379* KD, loss of Mettl3 resulted in increased expression of *Fgf5* and decreased expression of *Otx2* (Figure 6C). Considering the negative regulation of *Gm2379* by Mettl3 shown above, it is very possible that Mettl3 directly targets *Gm2379* lncRNA to modulate the expression of ectodermal genes.

## Discussion

LncRNA as genomic “dark matter” has been implicated to play crucial roles in multiple cellular processes by forming signaling regulatory networks with other functional molecules. In the process of cell fate regulation, only a small fraction of lncRNAs has been characterized (Fico et al., 2019; Chen et al., 2020). Therefore, it could be expected that many more non-coding transcripts will participate in the regulation of pluripotency and differentiation processes. In this study, we performed a global investigation of lncRNA expression profiles across four different phases of ESC-derived cardiac differentiation. Our findings showed that the lncRNA transcriptome changed dramatically during cardiac differentiation (Figures 1C,D), revealing the dynamic and complex regulation of cell differentiation at additional layers.

Among the six lncRNAs clusters with distinct expression patterns we identified, the cluster five contained the largest number of non-coding transcripts which expressed at most abundant levels in ESC and dramatically downregulated at MES stage and subsequent phases during cardiac differentiation (Figures 1C,D), suggesting the crucial roles of lncRNA in the regulation of ESC gene expression. Careful inspection revealed that many reported lncRNAs in the regulation of cell fate were included in this subgroup, such as *Gas5* and *Lncenc1*. Depletion of *Gas5* has been found to dysregulate a number of critical genes involved in self-renewal and endodermal differentiation through forming interaction networks with pluripotent transcriptional factors and epigenetic factors (Tu et al., 2018). *Lncenc1* maintains the self-renewal of naive ESCs through cooperation with PTBP1 and HNRNPK to regulate the expression of glycolytic genes (Sun et al., 2018). Therefore, it is reasonable to speculate that the highly specific expression of lncRNAs in ESC is tightly associated with their molecular functions in the regulation of pluripotency and differentiation. In addition, our analysis also revealed a number of previously unappreciated transcripts from same lncRNA families (Figure 2B), which will facilitate our understanding of dynamics and complexity of lncRNA regulatory networks governing cell fate determination.

The function of lncRNAs is accurately exerted dependent on the formation of both cis-regulatory modules with TFs and trans-regulatory modules with RBPs (Statello et al., 2021). An increasing number of studies have been absorbed in deciphering how lncRNA regulates target gene expression, while few researches investigate how lncRNA itself is transcriptionally regulated (Tompkins et al., 2016). Consistent with the stage-specific transcriptional features, our analytic data showed that a large portion of ESC-specific lncRNAs were directly bounded and regulated by the pluripotency TF regulators Zfp281, Smad2/3 and Zic2 (Figure 2C). In addition, a number of these non-coding transcripts were found to cooperate with stage-specific trans RBPs in the regulation of ESC gene expression, such as Oct4 and PRC2 (Figure 3C). Surprisingly, m^6^A machinery proteins were also identified as direct interaction partners of ESC-specific lncRNAs. These observations collectively suggest that the ESC-retained lncRNAs exhibit subtle signaling networks with crucial TF regulator and trans RBPs to modulate cell pluripotency and differentiation progression.

Considering the m^6^A machineries identified as representative lncRNA-binding proteins, we thus evaluated the methylation status of these ESC-specific lncRNAs. Approximately 25% of these non-coding transcripts were modified by m^6^A. Whereas, only a small portion of m^6^A-containing lncRNAs were subject to the regulation of m^6^A-catalyzer Mettl3 (Figure 4B). Consistent with this observation, a recent study also found a subgroup of chromatin-associated LINE1 regulatory RNAs harbored m^6^A peaks that are insensitive to Mettl3 (Chen et al., 2021). It is possible that other methyltransferases such as Mettl16, mediate m^6^A formation for those Mettl3-insensitive ESC-specific lncRNAs. An increasing number of studies have been identified Ythdc1 as a primary m^6^A “reader” to regulate molecular functions of non-coding transcripts (Patil et al., 2016; Liu et al., 2020, 2021; Chen et al., 2021; Ji et al., 2021; Lee et al., 2021; Ninomiya et al., 2021; Wang et al., 2021). However, our survey revealed that only about 28% of m^6^A-containing lncRNAs were directly targeted by Ythdc1. More interestingly, only one out of the 28 Ythdc1-binding m^6^A-containing lncRNAs, *Gm2379*, dramatically altered its expression in response to the deletion of Mettl3 or Ythdc1 (Figures 4E,F), suggesting that majority of these non-coding transcripts may act as dynamic structural scaffolds for recruiting Ythdc1, which in turn does not regulate their expressions.

We next focused on the characterization of the novel lncRNA *Gm2379*. Consistent with the lncRNA-seq data, the m^6^A-containing lncRNA *Gm2379* was dramatically downregulated during ESC-derived cardiac differentiation (Figures 5A,C). Furthermore, depletion of Mettl3 or Ythdc1 leads to significantly increased expression of *Gm2379* (Figures 5D,E). In addition to the nuclear “reader” Ythdc1, it is very likely subject to the regulation of additional m^6^A-binding proteins in the cytoplasm, as *Gm2379* was found in both nuclear and cytoplasmic compartments (Figure 5B). 

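*Gm2379* (ENSMUSG00000114926) lies on chromosome 13 from 97511204 to 97515730 of GRCm38, 14197 bp downstream of *Lncenc1* on the same strand. In the sequencing data it was at 88.9 ± 3.19 TPM (SD, n = 2) in ESC, from 223 and 227 counts, and had no count in either MES library, at least 152-fold lower (floor of 3 counts over the 2 MES libraries, adjusted p = 1.70e-06 from edgeR's quasi-likelihood test). It had 1 count in the CP libraries together and was at 2.09 ± 0.479 TPM in CM, from 4 and 5 counts. In CM it was 56.5-fold lower than in ESC (log2 fold change -5.82, standard error 0.38, adjusted p = 1.59e-06). The difference between CP and CM did not pass the test (adjusted p = 0.0529). Its neighbour *Lncenc1* was 232-fold lower in CM than in ESC (adjusted p = 3.06e-09). A count of 0 covers counting error only, so *Gm2379* was below detection in MES at this depth.

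**Figure D3:**
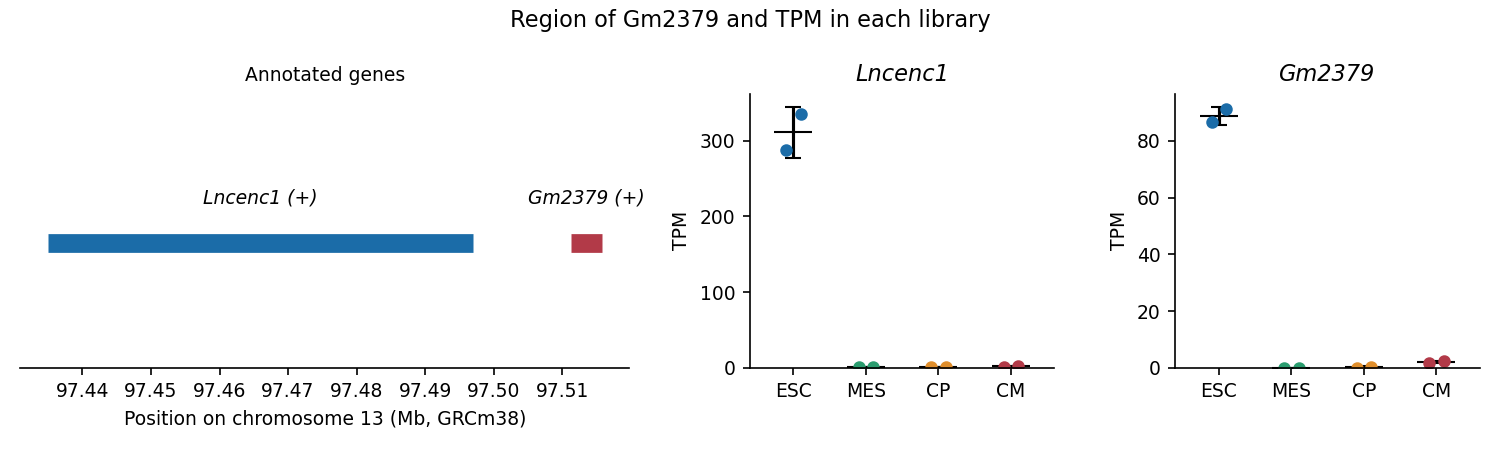
Map of the region of chromosome 13 (horizontal axis, position in GRCm38) with Lncenc1 and Gm2379 on the plus strand, and TPM of Lncenc1 and Gm2379 (vertical axes) at the 4 stages with a point for each of the 2 replicates and bars for the mean ± SD. Gm2379 starts at 97511204, and its mean is 88.9 TPM in ESC and 2.09 TPM in CM.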

Functional identification showed that depletion of *Gm2379* resulted in limited but significant alteration of pluripotent gene expressions. Instead, the key genes required for the formation of three germ layers, were more dramatically dysregulated upon knockdown of *Gm2379* (Figure 6). The opposite regulation of ectodermal genes by Mettl3 and *Gm2379* suggest that *Gm2379* lncRNA might function as a direct target of Mettl3 to govern the formation of ectoderm. Further investigation should focus on the examination of additional cooperating factors that are required for *Gm2379*-mediated ESC differentiation.

In summary, our findings provide global identification and characterization of lncRNA expression profiles during ESC differentiation. Investigation of cis and trans regulatory network suggest that ESC-specific lncRNAs are governed by key TFs as well as m^6^A effector machineries. Subsequent identification of a specific m^6^A-containing lncRNA on the molecular level further demonstrates the crucial interplay between epitranscriptomic modification and key lncRNAs in the regulation of cell state maintenance and transition.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, accession number GSE197205 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197205).

# Supplementary material for: Dynamic Transcriptome Profiling Reveals LncRNA-Centred Regulatory Networks in the Modulation of Pluripotency
**Source:** Front Cell Dev Biol. 2022 May 11;10:880674. doi: 10.3389/fcell.2022.880674
**Supplement:** Supplementary file 1

Supplementary Information

**Dynamic Transcriptome Profiling Reveals
LncRNA-centred Regulatory Networks in the
Modulation of Pluripotency**

Shen Wang^{1†}, Jun Zhang^{1†}, Yu'an Ding¹, Haotian Zhang¹, Xiang Wu¹, Lingci Huang¹, Junjie He¹, Jun Zhou^{1*}, Xiao-Min Liu^{1*}

[†]These authors have contributed equally to this work.

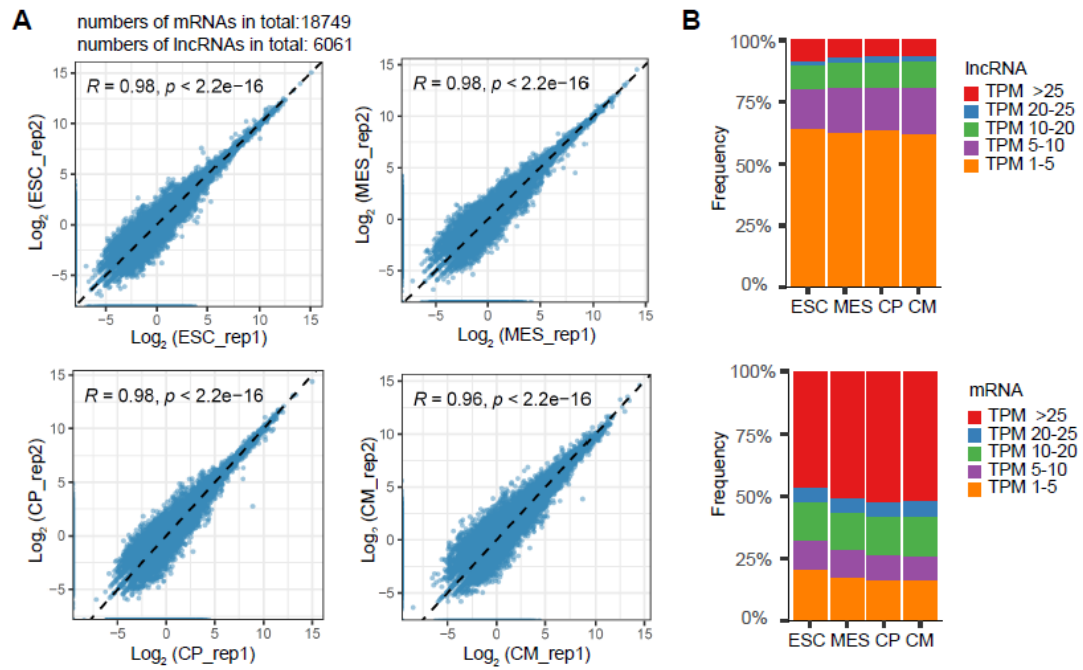

FIGURE S1 Dynamic lncRNA expression during ESC-derived cardiac differentiation. (A) Correlation scatterplots showing the reproducibility of RNA-seq replicates at each differentiation stage. Pearson's correlation is indicated at the top of each plot. (B) Distribution of different abundances of lncRNAs and mRNAs at each differentiation stage. Compared with mRNAs, the majority of lncRNAs were expressed at lower levels.

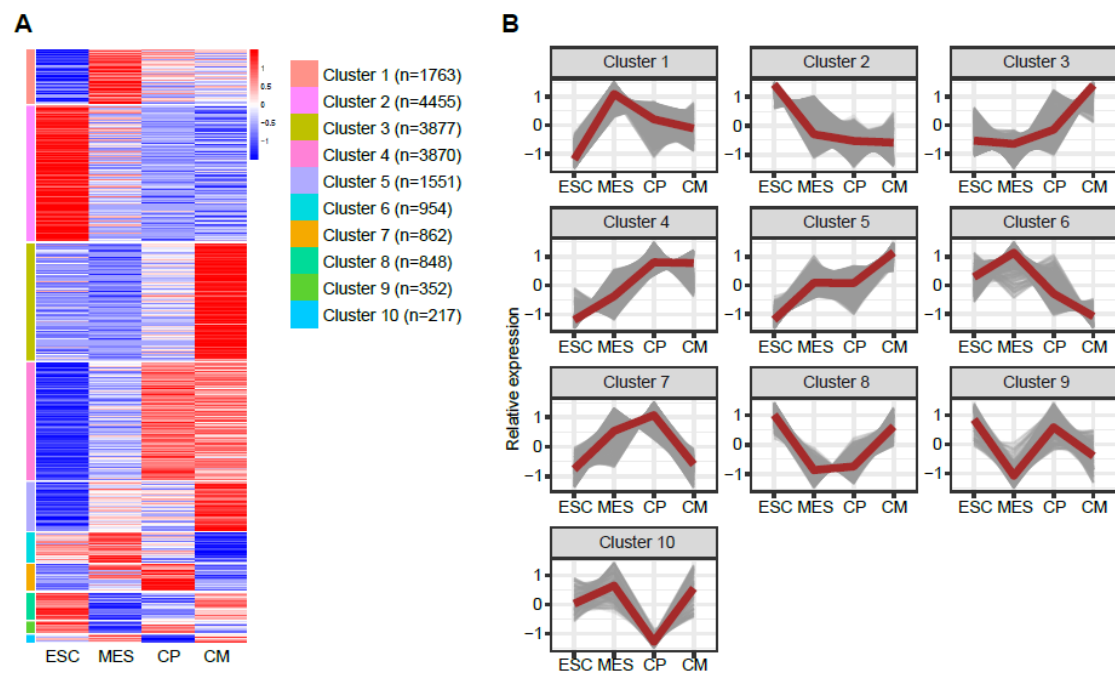

FIGURE S2 Dynamic mRNA expression pattern during ESC-derived cardiac differentiation. (A) Heat map showing the expression patterns of mRNAs were grouped into ten different groups across four differentiation stages. (B) Clustering analysis showing the expression patterns of mRNAs were divided into ten different groups as shown in (A). The average trend is indicated by red lines.

TABLE S1 Primers for qPCR used in this study.

**Gene name**	**Forward**	**Reverse**
<i>Gm2379</i>	5'-AGGCACGGCATTACAGAATT-3'	5'-GACATTCATCTCCACACTGG-3'
<i>Nanog</i>	5'-CAGCATCCATTGCAGCTATCC-3'	5'-CTGCCCCACATGGAAAGG-3'
<i>Nkx2-5</i>	5'-CTTTAGGAGAAGGGCGATGAC-3'	5'-AGGCTACGTCAATAAAGTGGG-3'
<i>β-actin</i>	5'-TTGCTGACAGGATGCAGAAG-3'	5'-ACTCCTGCTTGCTGATCCACAT-3'
<i>Gapdh</i>	5'-AATGTGTCCGTCGTGGATCT -3'	5'-AGACAACCTGGTCCTCAGTG-3'
<i>45S rRNA</i>	5'-TTCTCTTGTTCTGTGTCTGCC-3'	5'-GGGAGAAACAAGCGAGATAGG-3'
<i>Pou5f1</i>	5'- TCGGACCAGGCTCAGAGGTA-3'	5'- ATCCCTCCGCAGAACTCGTA-3'
<i>Sox2</i>	5'-AAACCAAGACGCTCATGAAGAAG-3'	5'-CGCTCGCCATGCTGTTC-3'
<i>Fgf5</i>	5'-GGGATTGTAGGAATACGAGGAGTT-3'	5'-TGGCACTTGCATGGAGTTT-3'
<i>Otx2</i>	5'-GGAGAGGACGACATTTACTAGG -3'	5'-TTCTGACCTCCATTCTGCTG-3'
<i>T</i>	5'-TCCCGAGACCCAGTTCATAG-3'	5'-TTCTTTGGCATCAAGGAAGG-3'
<i>Gata4</i>	5'-CACTTAGGGATATGGGTGTTCC-3'	5'-GGCAGGTGGAGAATAAGGAAG-3'
<i>Gata6</i>	5'-TTCTACACAAGCGACCACCT-3'	5'-CACCAAGAATCCTGTTCGCAC-3'

TABLE S2 List of lncRNA-protein interactions analyzed based on NPinter and RNAinter databases.

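The table lists lncRNAs of the study's ESC-specific group that databases report to interact with Oct4, with PRC2 or with proteins of the m6A machinery. Of 52 Oct4-bound lncRNAs listed, 40 passed the filter on low counts and could be tested. Of these 40, 29 were higher in ESC than in each of MES, CP and CM, and 40 were lower in CM than in ESC (40 when adjusted over the list alone). Of 28 PRC2-bound lncRNAs listed, 25 could be tested. Of these 25, 15 were higher in ESC than in each later stage, and 25 were lower in CM than in ESC (25 over the list alone). Of 86 lncRNAs listed as bound by the m6A machinery, 65 could be tested. Of these 65, 45 were higher in ESC than in each later stage, and 65 were lower in CM than in ESC (65 over the list alone). *Snhg3* fell 2.22-fold from ESC to MES and was 6.00-fold lower in CM than in ESC (adjusted p = 3.67e-08 from edgeR's quasi-likelihood test), and *Kis2* was 233-fold lower in CM than in ESC (adjusted p = 8.23e-08). These lncRNAs were chosen by the study on these samples, so their direction is not independent evidence, and the interactions themselves were not measured in these libraries.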

Detailed interaction list for Figure 3B:

lncRNA name	Protein name
<i>Xist</i>	Apc Celf1 Celf2 Celf4 Mbnl1 Msi2 Ptbp1 Ptbp2 Rbfox1<br>Srrm4 Tardbp U2af2 Zfp36 Hnrnpc Lin28a Rbm3 Hnrnpk<br>Elavl1 Dhx9 Taf15 Nova2 Mbnl3 Qk Hnrnpa2b1 Nova1<br>Elavl3 Celf1 Ciz1 Ddx17 Ddx39a Ddx39b Ddx5 Dhx9 Eif4a3<br>Elavl1 Erh Fubp3 Fus Hmgb1 Hnrnpa0 Hnrnpa1 Hnrnpa2b1<br>Hnrnpa3 Hnrnpab Hnrnpc Hnrnpd Hnrnp3 HnRNP-K Hnrnp1<br>Hnrnpm Hnrnpr Hnrnpu Hnrnpul2 Hnrpd1 Hnrpl1 Igf2bp1<br>Igf2bp3 Ilf2 Ilf3 Khdrbs1 Khsrp L1td1 Lin28a Matr3<br>Mybbp1a Myef2 Nono Pegf5 Poldip3 Ptbp1 Ptbp2 Raly<br>Rbfox2 Rbm14 Rbm15 Rbm3 Rbm4 Rbm11 RING1B Rnf20<br>Rnmt Rybp Safb Safb2 Sap18 Sarnp Sfpq Sltn Spen Srrt<br>Srsf10 Srsf2 Srsf3 Srsf5 Srsf7 Srsf9 Ssb Syncrip Tardbp<br>Thoc4 Tra2b Trim6 Trim71 Wtap Xrn2 Ythdc1 Zfr Nova1<br>PKR Ezh2 Tdp43 PSPC1 RFOX2 AGO1 AGO2 AGO4 TTP<br>D3YVV7 TAF15 VIGLN TIA1 SFPQ KP YM CIZ1
<i>Gas5</i>	AGO1 AGO2 AGO4 Apc Celf2 Celf4 Cirbp Coilin Cpsf6<br>Cpsf6 DAZL Dhx9 EED Elavl1 Elavl3 Ezh2 FMR1 Fus<br>GR Hdlbp Hnrnpa2b1 JARID2 KP YM Lin28a Lrp prc Mbnl1<br>Mbnl1 Mbnl2 Mbnl2 Mbnl3 Mbnl3 Msi2 MSI2H PABP1<br>Pabpc1 PKR Pou5f1 PSPC1 Ptbp1 Ptbp2 Ptbp2 Qk QKI<br>Rbfox1 Rbfox3 Rbfox3 Rbfox3 Rbm10 RBM10 RFOX2 SFPQ<br>Srrm4 Srsf1 Srsf2 Srsf3 Srsf4 SUZ12 Taf15 Tardbp Tdp43<br>TIA1 TTP TYY1 U2af2 Upf1 VIGLN Ythdc2 Zfp36
<i>Sox1/2-ot</i>	Fus Srsf3 Tardbp U2af2 Hnrnpk Elavl3 Apc Celf2 Celf4<br>Lin28a Ptbp1 Ptbp2 Srrm4 Srsf3 Srsf4 Taf15 Tardbp U2af2<br>Upf1 Ythdc2 Lrp prc Qk Upf1 JARID2 Ezh2 Tdp43 QKI<br>PSPC1 FMR1 DAZL AGO2 RFOX2 TTP Elavl1 EED<br>SUZ12 OCT4 TYY1 Nova1 D3YVV7 PABP1 TAF15 VIGLN<br>Ptbp2 RBM10 SFPQ KP YM

Detailed interaction list for Figure 3C:

Protein name	lncRNA name
Oct4	0610040F04Rik 1700057H21Rik 2310043M15Rik 2410003L11Rik<br>2410152P15Rik 2610035F20Rik 2700038G22Rik 4930461G14Rik<br>4930467D21Rik 4930509E16Rik 4930513N10Rik 4930526L06Rik<br>4933404O12Rik 8030453O22Rik 9330185C12Rik 9430041J12Rik<br>C330002G04Rik C630028M04Rik D030068K23Rik G730013B05Rik<br>Gas5 Gm10863 Gm11033 Gm11190 Gm11496 Gm11527<br>Gm11725 Gm12690 Gm13166 Gm13261 Gm13663 Gm13883<br>Gm14133 Gm14164 Gm14820 Gm15286 Gm15290 Gm15398<br>Gm15718 Gm15728 Gm15788 Gm17024 Gm17491 Gm2824<br>Gm5091 Snhg1 Snhg12 Snhg3 Snhg4 Sox2ot Trmt61b Tsix
PRC2<br>(Ezh2, Eed, Suz12<br>and Jarid2)	2410003L11Rik 2810408I11Rik 4933404O12Rik C630028M04Rik<br>Gas5 Gm14164 Gm16041 Gm20548 Mir17hg Snhg12 Sox2ot<br>Tsix Xist 4933404O12Rik 9330185C12Rik Snhg1 Snhg3<br>2700038G22Rik 4930467D21Rik 4933404O12Rik 9330185C12Rik<br>AY512931 Gm11527 Snhg4 2410003L11Rik 4930566F21Rik<br>4933404O12Rik AI480526 Gm13166 Gm13261 Gm14164<br>Gm16096 Gm16211 Gm20707
m ⁶ A machinery<br>proteins<br>(Fmr1,<br>Hnrnpa2b1,<br>Rbm15, Wtap,<br>Igf2bp1/2/3 and<br>Ythdc1/2)	4930467D21Rik 4933404O12Rik 9330185C12Rik AY512915<br>D030068K23Rik G730013B05Rik Gas5 Gm10863 Gm11033<br>Gm13029 Gm14164 Gm14820 Mir17hg Snhg1 Snhg12 Sox2ot<br>Trmt61b Gas5 Gm12100 Xist Gm12100 0610040F04Rik<br>1110002L01Rik 1700017J07Rik 1700018B24Rik 1700034K08Rik<br>1700108F19Rik 1810012K08Rik 2610035F20Rik 2810408I11Rik<br>3010003L21Rik 4930433N12Rik 4930467D21Rik 4930509E16Rik<br>4930513N10Rik 4930526L06Rik 4930528D03Rik 4930558J18Rik<br>4933404O12Rik 4933427D06Rik 4933440M02Rik 9330185C12Rik<br>A930024E05Rik A930038B10Rik AI480526 Bvht Dgkeos Frs3os<br>G730013B05Rik Gm10030 Gm10874 Gm11527 Gm11657<br>Gm11725 Gm12100 Gm13054 Gm13261 Gm14264 Gm15398<br>Gm15892 Gm17768 Gm20548 Gm26510 Gm26901 Gm27002<br>Gm2762 Gm28373 Gm28626 Gm29243 Gm29994 Gm30085<br>Gm31108 Gm31415 Gm35240 Gm37885 Gm37912 Gm40457<br>Gm40988 Gm42595 Gm4316 Gm49032 Gm6639 Gm805<br>Kis2 Lrrc75aos2 Mir17hg Mir9-3hg Platr15 Platr28 Rbakdn<br>Snhg15 Snhg3 Snhg4 Sox2ot Trmt61b Zim3

How the deposited data were processed for this re-analysis (not part of the article)

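RNA of J1 mouse ESCs, MES, CP and CM, with 2 biological replicates per stage, was sequenced as 8 strand-specific, paired-end libraries after depletion of ribosomal RNA. The authors trimmed the reads with Trim Galore 0.6.6, aligned them with HISAT2 2.2.1 to GRCm38 and counted them with featureCounts 2.0.1, and their own comparisons used DESeq2 1.34.0. The authors deposited a count file, whose values are whole numbers of raw counts per gene, and a TPM file, whose values are the counts per gene length scaled to a common sum per library, both for the same genes. TPM recomputed from the counts and the gene lengths lay within 0.0001 of the deposited TPM. The files carry gene identifiers, biotypes and lengths, and 55141 of the genes, of which 9727 are lncRNAs, were joined to coordinates and transcripts of the GENCODE M21 annotation. The 9759 lncRNAs of the files are the genes that the files give 1 of 6 lncRNA biotypes, and 120 gene symbols occur more than once, so genes were joined by identifier.

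The total counts per library ranged from 18046063 to 19728777, and a gene with no count in a stage was given a floor of 3 counts over the 2 libraries of that stage. Against such a gene a fold is a lower bound, and against a gene with 1 to 3 counts it is the ratio of counts per total with its exact 95% interval. Intervals and floors cover counting error only. Stages were compared with edgeR 4.0.16, by its quasi-likelihood F-test on raw counts scaled by TMM, after edgeR's filter on low counts by stage. All 8 libraries entered a single model with a term for each stage, since 2 libraries per stage give few degrees of freedom alone, and the common dispersion was 0.0163. Each gene thus has a single spread for all stages. The replicates differed more in CM (mean chi-square per gene 33.2) than at the other stages (3.71 to 6.40). P-values of comparisons with CM can therefore be too small and those of other comparisons too large, by amounts that were not tested. The standard error given is the size of the fitted log2 fold change divided by the square root of the F statistic. It is thus derived from the test and was not estimated by itself. P-values were adjusted by Benjamini and Hochberg's method over the 20071 genes tested, and a gene was called at an adjusted p under 0.05 and a fold change above 2 or under 0.5. A lncRNA was called specific to ESC when it was called higher in ESC than in each of MES, CP and CM. Counts were simulated from each gene's mean over all 8 libraries and its fitted spread, with changes only in chosen genes in MES. These genes lay above a limit of average counts, and far fewer genes changed than in the real data, so the rates may not carry over. The simulated spread of a gene was also the same at every stage, while in the data the CM replicates differed more. For MES against ESC alone, 68% of 50 genes with a fold of 2 had an adjusted p under 0.05. Of these genes 38% were called, since a call also needs an estimated fold above 2. Of genes with a fold of 4, 8 and 16, 86%, 96% and 100% were called, and 5 of 165 calls were false. Scaling by library totals only in place of TMM shifted the median log2 fold change of all genes between CM and ESC by 0.22, and changes are given relative to TMM, so they can differ from ratios of TPM, which is not scaled by TMM.

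Genes were detected with at least 1 read in both replicates of at least 1 stage. The stage mean TPM of the 1234 lncRNAs called in any of 6 pairwise comparisons was standardized per gene and clustered by fuzzy c-means with e1071 1.7.16, the algorithm inside Mfuzz, with 6 clusters, 20 starts and a fuzzifier of 2.595 from the formula of Schwämmle and Jensen. The 17493 detected mRNAs were clustered with 10 clusters, 5 starts and a fuzzifier of 2.503. Lists of genes were tested with camera of limma 3.58.1 with a preset correlation of 0.01, comparing ESC with the mean of the later stages. Lists covered pluripotency, primitive streak and early mesoderm, cardiac progenitor regulators, sarcomere and calcium handling, the meiotic cell cycle, ribosome assembly, translation factors, RNA methylation, histone acetyltransferases, m6A proteins, PRC2, proliferation, immediate early and stress genes, known developmental lncRNAs, and markers of blood, endothelium, smooth muscle and fibroblasts, endoderm and neural cells. Lists taken from the paper were the Platr, Snhg and nuclear regulators of Fig. 2B and the lncRNAs of Table S2. Genes named in the text are those the paper's claims are about, the 5 lncRNAs and 5 mRNAs with the largest rise and fall of each comparison among called genes with an average log2 CPM of at least 2 and separated replicates, the 2 to 4 called members of each fixed list with the smallest adjusted p in each direction, and the 10 lncRNAs specific to ESC with the highest counts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and DESeq2 1.42.0 were also used. Alternatives covered the tool, the scaling, the filter, the adjustment, the model, the pseudocount, the clustered lncRNAs, the fuzzifier, the number of clusters, the detection threshold, the correlation between genes and each library left out in turn. Motifs, polyadenylation, binding of proteins, m6A profiles, knockdowns and RT-qPCR were not analysed here. The values of some listed genes are not reported here.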

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

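The tests of scaling and of the mix of cells between the CM replicates and of neighbours on the opposite strand were chosen only after the result was seen, and the tests of gene length, of read-through and of neighbouring genes were chosen earlier. Lists of markers of cell types other than heart muscle were tested between the stages. Of 13 blood genes, 13 were higher in CP than in ESC (13 when adjusted over the list alone). Of 12 endothelial genes, 9 were higher in CP than in MES (9 over the list alone). Of 15 endoderm genes, 13 were higher in CM than in ESC (13 over the list alone), and of 15 genes of smooth muscle and fibroblasts 14 were (14 over the list alone). Of 13 neural and ectoderm genes tested, 2 were higher in CM than in ESC and 6 were lower (2 and 6 over the list alone), and *Nes*, among those higher, was not called without CM replicate 2. *Hbb-bh1*, an embryonic globin, reached 2841 ± 104 TPM (SD, n = 2) in CP, and *H19* reached 2930 ± 516 TPM in CM, where each was higher than in ESC.

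The CM replicates differed in genes of heart muscle and of fibroblasts, as 21 of 25 sarcomere and calcium handling genes (84%) were higher in replicate 2 and 11 of 15 smooth muscle and fibroblast genes (73.3%) were higher in replicate 1. The gap between their medians was 0.9248 on the log2 scale, compared with at most 0.4678 between replicates of another stage, that of CP, in the same direction. The heart muscle part is not particular to CM. Its median difference, replicate 2 minus replicate 1, was 0.628 in CM, 0.533 in CP, 0.275 in MES and 0.00692 in ESC. That of the smooth muscle and fibroblast genes was -0.297 in CM, 0.0652 in CP, -0.00381 in MES and 0.0186 in ESC. Scaling by a factor per library leaves the gap in CM as it is, so it tests nothing about scaling. The gap of 0.9436 left after a correction for gene length argues against length. A different mix of heart muscle and fibroblast-like cells and a difference in maturation, which was not tested, cannot be told apart, since the 84% comes from the list that shows the pattern, the test's limits were set after its values were seen, and a first version on a few matrix genes picked by their values was replaced by the full list. Of the abundant fibroblast genes, *Col1a1* was at 8155 TPM in replicate 1 and 4539 in replicate 2 and *Col3a1* at 1900.1 and 1409, but *Acta2* was at 1398 and 1474, and *Myh6*, a myosin of heart muscle, was at 66.7 and 199, where *Col1a1* and *Myh6* were chosen after their values were seen. The lists share no gene, 9 of the 15 fibroblast genes were at or above 1 TPM in ESC too, and the paper's methods name no sorting but state that contracting patches of cells were collected.

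Of 289 lncRNAs specific to ESC, 62 (21.5%) had a protein-coding gene specific to ESC within 20 kb, compared with 117 of 1359 other lncRNAs (8.61%), an odds ratio of 2.90 (two-sided Fisher's exact test, p = 4.33e-09). Without overlapping genes the odds ratio was 3.04 (p = 2.15e-07 by the same exact test), and from non-overlapping protein-coding genes on the opposite strand alone it was 2.47 (95% interval 1.422 to 4.199, p = 0.000775), which argues against read-through along the same strand, from or into the lncRNA, as the whole source. Of 94 neighbours specific to ESC of any class that do not overlap, where a pair of lncRNAs enters once for each of its members, 27 (28.7%) lay upstream on the same strand, where read-through from an upstream gene would place them, but the exact 95% interval reaches 39.0%, above the limit set, so this share alone does not decide. Of the 51 protein-coding ones, 15 lay upstream on the same strand, 21 upstream on the opposite strand, 10 downstream on the same strand and 5 downstream on the opposite strand, so read-through for some pairs stays open, and a shared active neighbourhood may account for the closeness, as a hypothesis found and tested on the same data. Neighbours are not independent of each other where they share a region, so the p-values are too small by an amount that was not tested.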

How the results depend on the processing

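The alternatives chosen only after the result was seen are the ESC cluster taken by its highest centre and the lincRNA share with a read in any library or with libraries left out. Of 376 values of 32 counts, shares, list tests and replicate correlations under alternatives, 307 stayed within the bounds set for them and 67 moved. Another 2, each of a list test, lost their call, and none changed direction. Of 6294 values for 326 named changes, 5969 kept their direction and their side of the threshold, 303 were no longer called, 22 became called, and none changed direction with its call. The cause of the differences was not tested, apart from glmTreat, which tests against a fold of 2 and so calls fewer genes, and models with fewer libraries. What the depth limits between the later stages was not simulated.

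The lncRNAs higher in CP than in MES (166) were 88 with DESeq2, 39 with glmTreat and 277 with limma on log2(TPM + 0.1). Those lower in CP than in MES (62) were 15 with glmTreat, 37 with limma on log2(TPM + 1) and 36 with that and no filter. Those higher in CM than in CP (88) were 34 with DESeq2, 35 when adjusted over lncRNAs alone, 16 with glmTreat and 191 with limma on log2(TPM + 0.1). Those lower in CM than in CP (39) were 19 with DESeq2, 14 when adjusted over lncRNAs alone, 5 with glmTreat, 16 with only the 2 stages compared, 21 with limma on log2(TPM + 1), 20 with that and no filter and 66 with limma on log2(TPM + 0.1). With glmTreat, 217 were higher in MES than in ESC (364). With limma on log2(TPM + 0.1), 699 were lower in MES than in ESC (381), and 1174 were higher and 658 lower in CM than in ESC (618 and 385). In the same setting 2386 changed between any stages (1234) and 497 were specific to ESC (290). Except where no filter is named, limma tested genes with a stage mean of at least 0.1 TPM. That threshold holds 5301 lncRNAs, compared with 1650 in the main test, so the genes tested differ too. Of the lncRNAs called between CP and CM, 80.2% were higher in CM with limma on log2(TPM + 1), compared with 69.3%.

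With the lone library of a stage assumed to vary like the others, leaving out each library gave 81 (without MES replicate 1) to 213 (without CM replicate 1) lncRNAs higher in CP than in MES, 32 (without CP replicate 1) to 71 (without CM replicate 1) lower in CP than in MES, 24 (without CP replicate 2) to 114 (without CM replicate 1) higher in CM than in CP, and 14 (without CP replicate 1) to 57 (without CM replicate 2) lower in CM than in CP. The range was 245 to 363 for lncRNAs specific to ESC and 1212 to 1457 for those changed between any stages. Whether the replicate numbers pair the samples cannot be told. The deviations of same-numbered samples from their stage means correlated weakly, at 0.00967 to 0.111 over the 6 pairs of stages. All of these were positive, and weak correlations do not show that the samples are unpaired. With the replicate block, 343 lncRNAs were higher and 374 lower in MES than in ESC, and 145 and 60 in CP than in MES. In CM, 82 were higher and 36 lower than in CP, and 600 and 379 than in ESC. With the same block, 1214 changed between any stages and 288 were specific to ESC.

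The rule set takes the ESC cluster with the lowest centre at CM (89). When lncRNAs with a stage mean of at least 1 TPM were clustered, it took a different cluster (560), that with the highest centre in ESC (358 by itself). The same happened with a fuzzifier close to 1 (340), with k-means (340) and without CM replicate 1. Leaving out each library gave 86 (without ESC replicate 1) to 329 (without CM replicate 1). The largest cluster's share (29.0%) was 24.19% with lncRNAs of at least 1 TPM, 33.79% with lncRNAs called by DESeq2, 22.04% on log2(mean TPM + 1) and 23.1% with 8 clusters. Detected lncRNAs (4128) were 2315 at a stage mean of at least 1 TPM and 1539 with a read in all 8 libraries, and the lincRNA share (45.6%) was 50.06% with a read in any library and 40.86% at a stage mean of at least 1 TPM. Over all detected genes, the share above 20 TPM in ESC, MES, CP and CM was 37.79%, 41.55%, 44.59% and 46.77% for mRNAs and 3.343%, 2.786%, 3.173% and 3.488% for lncRNAs. With a replicate left out, the share among genes of at least 1 TPM was 56.39% to 56.61% for mRNAs in MES, and for lncRNAs 10.14% to 10.29% in ESC, 8.756% to 9.329% in MES, 8.204% to 8.637% in CP and 7.864% to 8.592% in CM. With an estimated correlation the adjusted p of the lists was 0.128 for ribosome assembly and 0.128 for translation factors, and 0.0756 for RNA methylation over all lists tested. Replicate correlations in ESC, MES, CP and CM were 0.9836, 0.9817, 0.9796 and 0.9704 on log2(TPM + 1) and 0.985, 0.9852, 0.9853 and 0.9735 by Spearman's rho.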

Differences from the paper's values

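The cluster taken by its highest centre in ESC and the lincRNA share with a read in any library were chosen only after the result was seen. The paper's ESC-specific cluster holds 385 lncRNAs, is its largest, and is described as falling strongly at MES. The rule set beforehand took the cluster that peaked in ESC with the lowest centre at CM, which held 89 here. That cluster is not the largest and fell gradually, with a centre of 0.28 at MES, compared with -0.51 for the cluster of 358. So 89 and 385 are sizes of unlike clusters. Of the alternatives set before the data were examined, the value lay within 1.5 times of the paper's when lncRNAs with a stage mean of at least 1 TPM were clustered (560), with a fuzzifier close to 1 (340), with k-means (340) and without CM replicate 1 (329). In each of these the cluster taken was that with the highest centre in ESC, a different cluster from that of 89, and with a fuzzifier close to 1 or k-means it was the only cluster that peaked in ESC. The value was not within 1.5 times of the paper's with lncRNAs called by DESeq2 (81), with called lncRNAs of at least 1 TPM (88), with a fuzzifier of 2 (80), on log2(mean TPM + 1) (103), with 5 clusters (84) or 8 clusters (82), without ESC replicate 1 (86) or 2 (90), without MES replicate 1 (94) or 2 (91), without CP replicate 1 (91) or 2 (91), or without CM replicate 2 (93). The cluster with the highest centre in ESC, chosen after seeing the values, held 358 and is the largest of the 6 clusters. It held 23 of the 29 lncRNAs of Fig. 2B that were clustered, with 17 of 17 Platr lncRNAs. It leaves out 6, which lay in the cluster of 89, with 5 of 6 Snhg lncRNAs and no Platr lncRNA. The paper also describes a cluster that falls from ESC to CP and recovers slightly at CM. No separate cluster of that kind was found here. The centre of the 358 was -0.51 in CP and -0.46 in CM, and that of the 89 was -0.58 and -0.79. The 358 may therefore hold lncRNAs that the paper places in different clusters, so 358 and 385 may be unlike too. By the test of ESC against each later stage, 290 lncRNAs were specific to ESC, which is within 1.5 times of the paper's 385, as it is not with DESeq2 (228) or glmTreat (224) or without ESC replicate 1 (245) or 2 (255). The 385 is the size of a cluster, while the 290 are lncRNAs that passed tests after a filter on low counts, so these are unlike measures. Specific means here only a fold above 2, as *AU020206* among the 290 was at 154 TPM in ESC and 81.4 in MES. The paper's text states no threshold for detection.

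The paper's 18749 mRNAs and 6061 lncRNAs are reached with at least 1 read in any library, an alternative set before the data were examined, and the paper's lincRNA share of 50.06% with the same threshold, which was chosen for that share after seeing the values. The paper gives an upper bound for the share of lncRNAs above 20 TPM at the 4 stages. By stage mean TPM, the share lay above that bound in ESC, at 10.1%, where the SD of the shares of single replicates was 0.106 (n = 2). At the later stages the share lay below the bound, at 9.16%, 8.66% and 8.58%. Over all detected lncRNAs it lay below in ESC too, at 3.34%. The paper names *Gas5* among lncRNAs specific to ESC, and its level in MES was 140.0 ± 1.10 TPM compared with 136 ± 2.84 in ESC, not called lower in MES under the alternatives tried, while it was lower in CP and CM and lay in the cluster of 89 lncRNAs that peaked in ESC.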

Other observations

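The comparisons given here were planned, and no test in them was chosen after the result was seen. Of 13 blood genes, 8 were higher in CP than in MES and 1 was lower (8 and 1 when adjusted over the list alone). From CP to CM, 9 of the blood genes were lower and 2 higher (9 and 2 when adjusted over the list alone). The embryonic globins *Hbb-bh1* and *Hba-x* fell 127-fold (adjusted p = 6.20e-06 from edgeR's quasi-likelihood test) and 101-fold. *Ptprc*, which encodes the leukocyte antigen CD45, and *Spi1*, a factor of myeloid cells, rose 6.30-fold (adjusted p = 0.000156) and 4.80-fold. *Ctss*, a protease of macrophages, had 1 count in the CP libraries together and was 600.0-fold (95% counting interval 107 to 23740) higher in CM, and *Cx3cr1*, a chemokine receptor, was at least 614-fold higher in CM than in ESC. Of 12 endothelial genes, 9 were lower in CM than in CP (9 over the list alone), among them *Tie1* (5.32-fold), which had risen 10.2-fold from MES to CP. *Tpbpa* and *Pappa2*, genes known from the placenta, were among the highest fitted rises from CP to CM, the former at least 199-fold and the latter 253-fold, and *Tpbpa* was not called by DESeq2.

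From CP to CM, 6 of 15 genes of smooth muscle and fibroblasts were higher and 2 lower (6 and 2 when adjusted over the list alone), and 3 of 15 endoderm genes were higher and 1 lower (4 and 1 over the list alone). *Lum*, a proteoglycan of connective tissue, was at least 6858-fold higher in CM than in ESC (floor of 3 counts over the 2 ESC libraries) and rose 3.88-fold from CP to CM, and *Dcn* rose 8.31-fold over the same step (adjusted p = 0.000152). *Acta2*, the actin of smooth muscle, fell 2.25-fold from CP to CM (adjusted p = 0.000535). *Afp* and *Ttr*, secreted by endoderm, were at 359 ± 147 and 280.2 ± 72.8 TPM (SD, n = 2) in CM, and *Apob* was 119.9-fold higher in CM than in ESC (adjusted p = 3.65e-07). Of 16 immediate early and stress genes, 8 were lower in MES than in ESC and 6 were higher in CM than in CP (8 and 6 when adjusted over the list alone), among them *Egr1*, which rose 4.66-fold. Of the neural and ectoderm genes, *Neurod1* and *Sox1* were 82.2-fold and 31.1-fold lower in CM than in ESC. Mitochondrial transcripts took 1.14% ± 0.0199 of the counts (SD, n = 2) in ESC and 0.613% ± 0.0891 in CM.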
